# A low protein diet during pregnancy provokes a lasting shift of hepatic expression of genes related to cell cycle throughout ontogenesis in a porcine model

**DOI:** 10.1186/1471-2164-13-93

**Published:** 2012-03-16

**Authors:** Michael Oster, Eduard Murani, Cornelia C Metges, Siriluck Ponsuksili, Klaus Wimmers

## Abstract

**Background:**

In rodent models and in humans the impact of gestational diets on the offspring's phenotype was shown experimentally and epidemiologically. Adverse environmental conditions during fetal development provoke an intrauterine adaptive response termed 'fetal programming', which may lead to both persistently biased responsiveness to extrinsic factors and permanent consequences for the organismal phenotype. This leads to the hypothesis that the offspring's transcriptome exhibits short-term and long-term changes, depending on the maternal diet. In order to contribute to a comprehensive inventory of genes and functional networks that are targets of nutritional programming initiated during fetal life, we applied whole-genome microarrays for expression profiling in a longitudinal experimental design covering prenatal, perinatal, juvenile, and adult ontogenetic stages in a porcine model. Pregnant sows were fed either a gestational low protein diet (LP, 6% CP) or an adequate protein diet (AP, 12% CP). All offspring was nursed by foster sows receiving standard diets. After weaning, all offspring was fed standard diets *ad libitum*.

**Results:**

Analyses of the hepatic gene expression of the offspring at prenatal (94 *dies post conceptionem*, dpc) and postnatal stages (1, 28, 188 *dies post natum*, dpn) included comparisons between dietary groups within stages as well as comparisons between ontogenetic stages within diets to separate diet-specific transcriptional changes and maturation processes. We observed differential expression of genes related to lipid metabolism (e.g. Fatty acid metabolism, Biosynthesis of steroids, Synthesis and degradation of ketone bodies, FA elongation in mitochondria, Bile acid synthesis) and cell cycle regulation (e.g. Mitotic roles of PLK, G1/S checkpoint regulation, G2/M DNA damage checkpoint regulation). Notably, at stage 1 dpn no regulation of a distinct pathway was found in LP offspring.

**Conclusions:**

The transcriptomic modulations point to persistent functional demand on the liver towards cell proliferation in the LP group but not in the AP group at identical nutritional conditions during postnatal life due to divergent 'programming' of the genome. Together with the observation that the offspring of both groups did not differ in body weight but in body composition and fat content, the data indicate that the activity of various genes led to diverse partitioning of nutrients among peripheral and visceral organs and tissues.

## Background

Pregnancy and fetal development are periods of rapid growth and cell differentiation when mother and offspring are vulnerable to changes in dietary supply. Adverse environmental conditions during fetal development provoke an intrauterine adaptive response termed 'fetal programming', which may lead to both persistently biased responsiveness to extrinsic factors and permanent consequences for the organismal phenotype [1-6]. Due to developmental plasticity, environmental factors induce altered expression of the genome and ultimately modify the offspring's phenotype [7]. In various human and animal studies a gestational low protein intake during pregnancy was accompanied by low birth weight offspring, which was subsequently predisposed for metabolic disorders and alterations in body composition [6,8-10]. Interestingly, epidemiological studies in women showed that maternal malnutrition during pregnancy can result in fetal growth retardation [11,12].

In order to contribute to a comprehensive inventory of genes and functional networks that are targets of nutritional programming initiated during fetal life, we applied whole-genome microarrays for expression profiling in a longitudinal experimental design covering prenatal, perinatal, juvenile and adult ontogenetic stages in a porcine model. On an isoenergetic basis, pregnant sows were fed either a gestational low protein diet (LP, 6% CP) or an adequate protein diet (AP, 12% CP) to investigate the effects on hepatic gene expression in their fetuses and offspring. The experiment comprises a valuable model especially for 'fetal' programming, because cross-fostering enabled assessment of solely the nutritional effects during gestation. Moreover, due to the similarity in metabolism, physiology, anatomy and genome the study is also a beneficial model for nutritional programming in humans [13,14]. Thus the experimental data will complement previous findings from rodent models and epidemiological human data. In particular, the low protein diet provides a model for prenatal dietary undersupply and exposure to famine that regrettably still burdens a considerable proportion of the human population.

In our experiment the porcine offspring, which was exposed to an undersupply of protein during fetal development but had appropriate postnatal dietary conditions, was able to broadly adapt in terms of their body weight. In fact, newborns from sows that received a low protein supply during gestation had a significantly lower birth weight, a lower body fat content, reduced size and number of adipocytes and muscle fibres than newborns of the control group. At weaning (28 dpn) offspring of the LP group showed slight but significant higher fat content and adipocyte size, and still lower muscle fibre numbers. But neither body weight at weaning nor body weight at 188 dpn differed significantly among offspring of the LP and the AP group, whereas visceral and subcutaneous fat content remained higher in LP than in AP during postnatal life [15-17]. Here the focus is on the hepatic transcriptomic response. We present that the hepatic expression profiles showed considerable modulation during prenatal and postnatal stages, i.e. in acute and delayed response to the nutritional stimulus. Nutritional fetal programming becomes apparent as an altered hepatic expression of genes related to cell cycle and cell maintenance, and lipid, ketone body, and amino acid metabolism, indicating different functional demands and replies of the liver in both experimental groups under identical nutritional conditions *post natum*.

## Results

We performed a longitudinal holistic study of the hepatic transcriptome of offspring of dams fed either an experimental low protein diet (LP) or an adequate protein diet (AP) throughout gestation, in order to obtain a comprehensive picture of genes and functional networks that are sensitive to fetal nutritional programming using a porcine model. We investigated the offspring's hepatic gene expression at 94 dpc, 1 dpn, 28 dpn and 188 dpn by 24 k-microarray analysis. 

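Liver RNA of LP offspring, the progeny of sows fed the low protein diet with 6% crude protein, was hybridised to the Affymetrix GeneChip Porcine Genome Array, with 1 animal per array. The 61 LP arrays analysed here came from 16 fetuses at 94 dpc, 14 piglets at 1 dpn, 15 juvenile pigs at 28 dpn and 16 young adult pigs at 188 dpn. Arrays of AP offspring were not analysed here, so a change that is private to LP offspring could not be separated from a change shared by both diets. The fetuses came from sows that underwent Caesarean section and the older animals from sows that farrowed, so stage and experiment cannot be told apart in period I. The paper describes an overnight fast for pigs at 28 dpn and 188 dpn and none for piglets at 1 dpn. Feeding state and stage therefore cannot be told apart in period II. Siblings are among the animals of each stage, and littermates may also lie at different postnatal stages. The labels do not say which animals they are, so all animals were treated as independent. P-values may be too small, or too large where littermates lie across the stages compared. The deposited values are 1 linear signal intensity for each of 24123 probe-sets, and the submitters' processing notes name GCOS 1.1.1. The authors scaled each array to a common mean: after trimming 2% of the probe-sets at each end it lay between 500.127 and 500.229 on every array. The median signal of an array, which this scaling leaves free, had a stage median of 167 at 94 dpc, 150.4 at 1 dpn, 118 at 28 dpn and 102 at 188 dpn. The GC-RMA values and the MAS5 present calls of the paper were not used here. Signals were taken to log2, and a probe-set was tested in a period when it lay above the array median in at least 50% of the animals of 1 of the 2 stages and its SD over the arrays of the period was above 0.25. The later stage was compared with the earlier one by limma, with stage as the only term, and a probe-set was called regulated at P and Storey q at or below 0.05. In all, 43 gene lists and the rule for named genes were fixed before the data were examined, and the lists described were picked from them after their results were seen. Gene symbols were available for 10072 probe-sets, and a gene was represented by its probe-set with the highest mean over the 61 arrays. The number of arrays limits the precision. The first principal component held 50.6% of the variance, and the mean correlation of an array with the others of its stage lay between 0.902 and 0.960. The difference between the 3' and 5' probe-sets of beta-actin, a measure of RNA integrity and labelling, was 2.27 on the log2 scale at 94 dpc (SD 0.37, n = 16), 1.78 at 1 dpn (SD 0.35, n = 14), 3.94 at 28 dpn (SD 0.43, n = 15) and 4.03 at 188 dpn (SD 0.44, n = 16). That of GAPDH was 1.05 (SD 0.29), 0.39 (SD 0.27), 0.79 (SD 0.13) and 0.64 (SD 0.12) at the same stages, and that of EF1A was -0.02 (SD 0.05), -0.14 (SD 0.08), 0.39 (SD 0.11) and 0.56 (SD 0.53). In 9 arrays one of these differences lay more than 3 scaled median absolute deviations from the median of its stage, and a fit without them was added after seeing the data. Signals below the array median were not separated from background here, so changes were also computed with each such signal raised to its array median, an alternative chosen after seeing the data that leaves the part of a change above that median.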

In total we found 12,650 probe-sets expressed at stage 94 dpc (1 dpn: 12,005; 28 dpn: 12,307; 188 dpn: 11,784) according to MAS5 analysis. Further filtering based on the variability of expression of probe-sets revealed 7,937 probe-sets for further analysis at stage 94 dpc (1 dpn: 9,099; 28 dpn: 8,250; 188 dpn: 8,943). These probe-sets represent 5,887 genes at stage 94 dpc (1 dpn: 6,965; 28 dpn: 6,387; 188 dpn: 6,958), according to the recent annotation [18]. In order to identify molecular pathways affected by the gestational diets we first analysed differential expression between the dietary groups within each stage separately. The different dietary exposure of the offspring during prenatal development can be expected to cause slight shifts of the developmental age of the offspring that may be reflected by subtle changes of the transcriptome and could hamper the identification of direct effects of the gestational diets on the hepatic expression. Secondly, we analysed the differences among both experimental groups regarding the more long-term and more pronounced changes of expression patterns between the adjacent stages. In total we found 13,357 probe-sets expressed within 94 dpc and 1 dpn (1 dpn and 28 dpn: 13,259; 28 dpn and 188 dpn: 12,637) according to MAS5 analysis (Table 1). After the filtering steps described above, 10,293 probe-sets were detected within 94 dpc and 1 dpn (1 dpn and 28 dpn: 10,317; 28 dpn and 188 dpn: 8,892). These probe-sets represent 7,697 genes within 94 dpc and 1 dpn (1 dpn and 28 dpn: 7,758; 28 dpn and 188 dpn: 6,879). Notably, q-values between ontogenetic stages within diet were remarkable lower (*q *≤ 0.05) than between diets within stage (*q *≤ 0.25).

**Table 1:** No. of expressed probe-sets, filtered probe-sets, and regulated probe-sets of LP and AP offspring at distinct developmental stages and periods

No. of expressed probe-sets	No. of filtered probe-sets	No. of total regulated probe-sets	No. of regulated probe-sets private to LP offspring	No. of regulated probe-sets private to AP offspring	No. of commonly regulated probe-sets of LP and AP offspring (intersection)
*94 dpc*					
12,650	7,937	1,001 (541 up, 460 down)			
*1 dpn*					
12,005	9,099	1 (0 up, 1 down)			
*28 dpn*					
12,307	8,250	483 (214 up, 269 down)			
*188 dpn*					
11,784	8,943	2,084 (952 up, 1,132 down)			
*developmental period 1*					
13,357	10,293	8,166 (3,731 up, 4,435 down)	1,042 (384 up, 658 down)	1,034 (503 up, 531 down)	6,090 (2,844 up, 3,246 down)
*developmental period 2*					
13,359	10,317	8,329 (4,118 up, 4,211 down)	881 (423 up, 458 down)	991 (448 up, 543 down)	6,457 (3,247 up, 3,210 down)
*developmental period 3*					
12,637	8,892	6,612 (2,810 up, 3,803 down)	1,959 (834 up, 1,125 down)	1,549 (697 up, 852 down)	3,104 (1,279 up, 1,825 down)

Developmental period 1 indicates the comparisons between stages 94 dpc and 1 dpn; Developmental period 2 indicates the comparisons between stages 1 dpc and 28 dpn; Developmental period 3 indicates the comparisons between stages 28 dpc and 188 dpn; 'Up' indicates higher expression values of later stages, 'down' indicates lower expression values at later stages.

### Comparisons between LP and AP within stages

Expression of mRNA was compared in LP and AP offspring within each ontogenetic stage (Figure 1). At stage 94 dpc 1,001 probe-sets differed significantly between LP and AP fetuses (541 LP ≻ AP). Ingenuity Pathway Analysis indicates enrichment of molecular routes related to genetic information and nucleic acid processing and cell cycle that were found to be diminished, whereas the 'Wnt signaling' was found to be increased in LP offspring (Table 2). In perinatal piglets (stage 1 dpn) 1 probe-set differed between LP offspring and AP offspring (0 increased). Therefore, no significant regulated metabolic pathway was determined.

**Figure 1:**
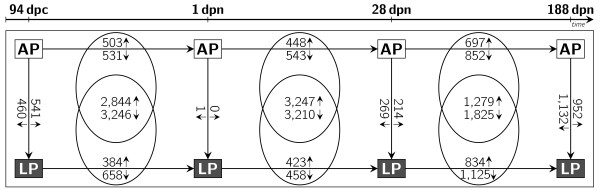
**Number of regulated probe-sets in liver tissue**. The numbers at the horizontal arrows indicate the quantity of probe-sets significantly regulated between the adjacent ontogenetic stages in either AP or LP offspring, whereas the numbers in the intersections indicate the quantity of probe-sets commonly regulated between stages in AP and LP offspring. The numbers at vertical arrows are the number of probe-sets differentially expressed between AP and LP offspring at the same ontogenetic stage. (Arrows between boxes show direction of the comparison; small arrows indicate up and down regulation, respectively).

**Table 2:** Significantly regulated transcripts of metabolic pathways in liver tissue within different ontogenetic stages (Ingenuity Pathway Analysis).

Ontogenetic stage	Regulated pathway	Direction of regulation	*P *value	No. of regulated genes	Genes involved in pathway
94 dpc	Wnt signaling	up	1.20*E-2	9	ACVR1, CSNK1G3, FZD4, FZD6, MAP3K7, MMP7, TCF4, TCF7L2, WNT5A
	Mitotic roles of Polo-like kinase	down	5.15*E-8	11	CCNB1, CCNB2, CDC23, CDC25B, CDK1, FZR1, SP90AA1, KIF11, PLK1, PPP2R1B, PTTG1
	G1/S checkpoint regulation	down	2.76*E-5	8	CCND2, CCND3, CCNE1, CDK4, E2F1, E2F4, RB1, TFDP1
	G2/M DNA damage checkpoint regulation	down	1.53*E-3	5	CCNB1, CCNB2, CDC25B, CDK1, PLK1
1 dpn	-	-	-	-	-
28 dpn	Complement system	up	2.07*E-5	5	C4B, C5, C6, C9, CD55
	G1/S checkpoint regulation	down	2.49*E-2	3	CDKN1B, HDAC11, TGFB3
188 dpn	VEGF signaling	up	2.80*E-4	12	ACTA2, AKT3, BCL2, EIF2B1, KDR, MAPK1, MRAS, PIK3R3, PRKCB, RRAS2, VCL, VEGFC
	mTOR signaling	up	6.29*E-3	13	AKT3, EIF3B, EIF4B, MAPK1, MRAS, PIK3R3, PPP2CB, PRKAB2, PRKCB, RHOJ, RRAS2, TSC1, VEGFC
	Synthesis and degradation of ketone bodies	up	1.18*E-3	4	ACAA1, BDH1, HADHA, HADHB
	Bile acid synthesis	up	3.33*E-3	7	ACAA1, ADH5, ADHFE1, ALDH7A1, HADHA, HADHB, LIPA
	Fatty acid elongation in mitochondria	up	4.81*E-3	4	ACAA1, AUH, HADHA, HADHB
	Glucocorticoid receptor signaling	up	3.99*E-2	17	AKT3, BCL2, CCL2, GTF2A2, GTF2B, GTF2E2, HSP90AB1, HSPA1B, IL1RN, MAPK1, MRAS, NCOR1, PBX1, PIK3R3, RRAS2, TAF4, VCAM1
	Val, Leu, Ile degradation	up	8.32*E-3	8	ACAA1, ACAD10, ALDH7A1, AUH, BCKDHB, HADHA, HADHB, HIBADH
	Biosynthesis of steroids	down	7.65*E-3	5	CYP24A1, CYP7B1, DHCR7, FDFT1, MVD

The comparison between the dietary gestational protein diets (LP vs. AP) is shown in dependence of the regulatory direction (up or down).

In juvenile piglets (stage 28 dpn) 483 probe-sets differed between LP and AP offspring. The expression of 214 probe-sets was increased in the LP offspring compared with AP offspring. Genes associated with the 'complement system' showed increased mRNA expression levels, whereas the canonical pathway 'G1/S checkpoint regulation' was found to be decreased in LP offspring.

At adult age (stage 188 dpn) 2,084 probe-sets were significantly different between LP and AP offspring. Of these, 952 probe-sets showed higher expression and 1,132 probe-sets showed lower expression in LP than in AP offspring. The mRNA expression levels of genes associated with metabolic processing of ketones, fatty acids, bile acids, and hydrophobic amino acids (Val, Ile, Leu) as well as 'mTOR signaling', 'VEGF signaling', and 'glucocorticoid receptor signaling', were increased in LP offspring at stage 188 dpn, whereas 'biosynthesis of steroids' was found to be diminished.

No genes were found consistently differentially expressed between the groups along all examined stages. However, at 94 dpc and 188 dpn 179 probe-sets were differentially regulated in both stages between LP and AP.

### Differences of longitudinal ontogenetic regulation among LP and AP offspring

Considering two adjacent ontogenetic stages within one treatment group, significantly regulated transcripts were determined. The resulting gene lists were compared between LP and AP offspring at the corresponding ontogenetic periods. The intersection of commonly regulated genes between those comparisons was discarded because regulation of these genes was likely due to physiologically developmental processes. Consequently, only genes whose regulation between two consecutive ontogenetic stages (period I: 94dpc-1dpn; period II: 1dpn-28dpn; period III: 28dpn-188dpn) was private to either the LP or the AP group were analysed (Table 1). These genes display diet-dependent longitudinal transcriptomic regulation (Figure 1). Thus, genes and pathways identified as regulated in one offspring group were either unregulated or showed an opposite direction of regulation in the corresponding ontogenetic period within the other dietary group.

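The genes that Table 3 lists for AP offspring were measured in the livers of LP offspring. Of 79 listed gene entries, 43 could be tested, and 28 of these did not pass the test in LP offspring. A further 3 were called in the direction opposite to the AP list, and 12 were called in the direction of the AP list. In period I, 4 genes changed as listed for AP offspring, among them POLR3K, a subunit of RNA polymerase III, with a log2 fold change of -0.86 (SE 0.08, q = 1.15e-11), and CDC25B, a phosphatase that activates cyclin-dependent kinases, at -0.88 (SE 0.39, q = 0.0102). The call of CDC25B was lost with quantile normalization, with array medians subtracted, with the array median as floor and without the array of each stage that correlated least with its stage, the last 2 chosen after seeing the data. Adjusted over the list alone, CDC25B was called in neither AP list that holds it. The AP list of pyrimidine metabolism then had 1 lower gene in place of 2, and the counts of the other AP lists stayed the same. PRKAA1, a catalytic subunit of AMPK, rose by 0.41 (SE 0.14, q = 0.00287), while the probe-set of this gene named in Table 5 fell by 0.89 (SE 0.12, q = 1.66e-08), and the mean of its probe-sets was at -0.20. PRKACB, a catalytic subunit of protein kinase A listed as higher in AP offspring, fell by 0.40 (SE 0.15, q = 0.00483). In period II, ACAD8 and ACADSB, acyl-CoA dehydrogenases of branched-chain amino acid degradation listed as lower in AP offspring, were higher at 28 dpn: ACAD8 by 0.50 (SE 0.12, q = 6.37e-05), a call lost with the mean of its probe-sets, and ACADSB by 0.45 (SE 0.10, q = 5.66e-05). In period III, 7 genes changed as listed for AP offspring (4 with quantile normalization). CYP3A29 (listed as CYP3A4, an uncertain match of names) at 0.90 (SE 0.18, q = 3.15e-05) and SLK, a kinase of the cytoskeleton, at -0.50 (SE 0.15, q = 0.00176) changed most. Over 10 AP lists the lowest camera adjusted p was 0.828, with adjusted p = 0.861 with an estimated correlation, and fry called 4 lists. A gene that did not pass the test is not thereby shown to be unregulated. The AP side of the statement was not analysed here.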

Between fetal and perinatal stages (period I), there were 1,034 (503 1 dpn ≻ 94 dpc) probe-sets showing levels and directions of regulation in the AP group that were different from the LP group. Genes associated with 'AMPK signaling' were found to be increased at stage 1 dpn, while expression of genes associated with 'G2/M DNA damage checkpoint regulation', 'mitotic roles of Polo-like kinase' and 'pyrimidine metabolism' were decreased (Table 3). In LP offspring 1,042 probe-sets showed ontogenetic regulation (384 1 dpn ≻ 94 dpc) during the corresponding time period that was group-specific. 

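Between 94 dpc and 1 dpn the livers of LP offspring gained transcripts of drug metabolism, beta-oxidation and oxidative phosphorylation. They lost transcripts of erythroid cells and cholesterol synthesis. Among genes in which no fetus overlapped a piglet (16 and 14 animals), the largest rises were those of HPD, an enzyme of tyrosine degradation, with a log2 fold change of 8.13 (SE 0.53, q = 6.31e-15), CRP, an acute phase protein, at 6.25 (SE 0.44) and ETNPPL at 6.19 (SE 0.45). The largest falls among them were those of PSP-II at -6.16 (SE 0.28, q = 1.75e-18), PNPLA3, a lipid droplet protein, at -5.20 (SE 0.40) and RHCE, a red cell antigen, at -4.83 (SE 0.47). SULT1E1, TP53INP2, LRG1, CYP2E1, PON3, ANGPTL4 and GK also rose without overlap, by 4.75 to 5.82, and SLC2A5, SCD, PHACTR3, ACSL4, LOC100623656, ISYNA1 and DUSP9 fell, with changes of -4.10 to -2.61. Of these 20 genes, 14 had a mean below the array median at one stage, so the size and order of their changes rest on weak signals. With the array median as floor all 20 were called, with HPD at 6.16, CRP at 4.69 and ETNPPL at 2.81, the last 2 behind LRG1 at 5.26 and CYP2E1 at 5.23, and with PSP-II at -4.70, RHCE at -3.37, SCD at -3.14 and PNPLA3 at -2.79. Of 13 drug-metabolizing cytochromes P450, 11 rose and none fell, led by CYP2E1 at 5.27 (SE 0.41), CYP3A39 at 4.08 (SE 0.33) and CYP2C49 at 3.65 (SE 0.36). The counts were 11 and 0 when adjusted over the list alone (camera adjusted p = 0.000225, and adjusted p = 0.259 with an estimated correlation). Of 24 genes of beta-oxidation, 18 rose and 4 fell, also when adjusted over the list alone (adjusted p = 7.69e-05, and adjusted p = 0.328 with an estimated correlation). PPARA, the nuclear receptor that controls fatty acid oxidation, rose by 3.79 (SE 0.28) from a mean of 3.58, below the array median, and with that median as floor it was at 0.09 and did not pass the filters. CPT1A, which admits fatty acids to mitochondria, rose by 2.68 (SE 0.18), and ACADVL by 2.57 (SE 0.11). Of 41 genes of oxidative phosphorylation, 38 rose and 1 fell, also when adjusted over the list alone (adjusted p = 1.36e-11, and adjusted p = 0.296 with an estimated correlation), with COX7A2 at 1.47 (SE 0.10) and ATP5G1 at 1.43 (SE 0.13). Of 14 erythroid genes, 10 fell and 1 rose, also when adjusted over the list alone (adjusted p = 0.00445, and adjusted p = 0.477 with an estimated correlation), led by AHSP, the chaperone of alpha-globin, at -3.81 (SE 0.43) and HBM, a globin, at -2.81 (SE 0.29). Of 13 genes of cholesterol synthesis, 11 fell and 1 rose, also when adjusted over the list alone (adjusted p = 0.000827, and adjusted p = 0.351 with an estimated correlation), with HMGCS1 at -2.60 (SE 0.27) and INSIG1 at -2.51 (SE 0.26). Of 46 cytosolic ribosomal protein genes, 44 fell and none rose, also when adjusted over the list alone (adjusted p = 4.96e-10, and adjusted p = 0.448 with an estimated correlation), with RPL5 at -1.03 (SE 0.08) and RPS4X at -0.88 (SE 0.09). The median change of these 46 genes was -0.53, and that of random lists of equally bright probe-sets was -0.41. With quantile normalization, 11 of them passed the filters and all 11 were lower, and the median change of all 46 was -0.28. Alongside all of these groups, the 3' to 5' difference of GAPDH moved from 1.05 at 94 dpc to 0.39 at 1 dpn, and that of beta-actin from 2.27 to 1.78.

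Of 12227 probe-sets tested in period I, 8280 were regulated in LP offspring, 3189 higher and 5091 lower at 1 dpn. The median change of all tested probe-sets was -0.16, and it was -0.03 with quantile normalization and 0.02 with each array median subtracted. Relative to it, the median was 2.86 for the cytochromes P450, 1.09 for beta-oxidation, 0.94 for oxidative phosphorylation, -1.15 for the erythroid genes, -1.30 for cholesterol synthesis and -0.37 for the ribosomal proteins. With quantile normalization the split was 3804 higher and 4263 lower, and with array medians subtracted it was 4137 higher and 4003 lower. Of the regulated probe-sets, 1994 changed by at least 1 on the log2 scale. These counts hold changes shared by both diets.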

The mRNA expression level of genes associated with cell cycle, mitosis, and metabolism of purines and pyrimidines was increased in LP offspring. Furthermore, genes participating in 'Wnt signaling' were found to be decreased in LP perinatal piglets.

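Most of the tested genes that Table 3 lists for purine and pyrimidine metabolism in LP offspring were higher at 1 dpn than at 94 dpc, and 1 of 4 tested genes listed for mitosis and the G2/M checkpoint passed the test. Of 10 tested genes of purine metabolism, 7 rose and 1 fell, also when adjusted over the list alone. RRM2, a subunit of ribonucleotide reductase, rose by 1.21 on the log2 scale (SE 0.27, q = 4.99e-05), POLA2, a subunit of DNA polymerase alpha, by 0.70 (SE 0.17, q = 0.000116), and POLR1C, a subunit of RNA polymerases I and III, by 0.68 (SE 0.11, q = 8.99e-07). POLR1B, a subunit of RNA polymerase I, had a log2 fold change of -0.60 (SE 0.14, q = 0.000104). Of 12 tested genes of pyrimidine metabolism, 7 rose and 1 fell, also when adjusted over the list alone, and many of them are shared with the purine list. CTPS (CTPS1), which makes CTP from UTP, was at 1.34 (SE 0.27, q = 1.62e-05), a call lost with the array median as floor (0.21), an alternative chosen after seeing the data. TYMS, the thymidylate synthase, had a log2 fold change of 0.05 (SE 0.18, q = 0.173) and did not pass the test. Of 2 tested genes listed for mitotic roles of Polo-like kinase, PPP2R1B, a subunit of protein phosphatase 2A, rose by 0.24 (SE 0.11, q = 0.011), and PTTG1, the securin of anaphase, was at 0.27 (SE 0.30, q = 0.0938). Adjusted over the list alone, 0 of these 2 passed, and the call of PPP2R1B was lost with Benjamini-Hochberg adjustment, quantile normalization or array weights and without the arrays of outlying 3' to 5' differences. Neither tested gene listed for the G2/M checkpoint passed by limma: CHEK1, a checkpoint kinase, was at 0.10 (SE 0.28, q = 0.16; -0.02 with that floor) and YWHAZ, a 14-3-3 protein, at 0.34 (SE 0.21, q = 0.0312, above the limit on P). YWHAZ was called with array medians subtracted, with array weights and without those arrays. Because the paper chose these lists on these samples, their directions are not independent evidence. The 3' to 5' difference of GAPDH moved from 1.05 to 0.39 over this period, in which 10 of 14 erythroid genes were lower. The camera adjusted p was 0.187 for the purine list and for the pyrimidine list, and adjusted p = 0.351 with an estimated correlation.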

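All 3 tested genes that Table 3 lists for Wnt signaling were lower at 1 dpn than at 94 dpc in LP offspring. FZD5, a Wnt receptor, had a log2 fold change of -0.85 (SE 0.11, q = 1.88e-08), TCF7L2, a transcription factor of the pathway, -0.47 (SE 0.15, q = 0.00127), and MMP7, a matrix metalloproteinase and target of the pathway, -0.39 (SE 0.19, q = 0.0152). The count was also 3 when adjusted over the list alone, and it is not independent evidence, because the list was chosen on these samples. The camera adjusted p was 0.226, and adjusted p = 0.351 with an estimated correlation. The call of MMP7 was lost with Benjamini-Hochberg adjustment, both other scalings, a lower or no intensity filter, all 4 stages in 1 fit and no moderation of the spread, and without the array of each stage that correlated least with its stage. Of 9 listed genes, 4 had a named probe-set. Over the same period the 3' to 5' difference of GAPDH moved from 1.05 to 0.39 and 10 of 14 erythroid genes were lower.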

**Table 3:** Significantly regulated transcripts of metabolic pathways in liver tissue between two ontogenetic stages within one dietary group (Ingenuity Pathway Analysis)

Ontogenetic comparison	Diet	Regulated pathway	Direction of regulation	*P *value	No. of regulated genes	Genes involved in pathway
94 dpc vs. 1 dpn	**AP**	AMPK signaling	up	6.96*E-3	8	AKT2, INSR, PIK3C2A, PIK3R1, PPM1B, PRKAA1, PRKACB, RAC1
	**AP**	Mitotic roles of Polo- like kinase	down	3.25*E-4	7	CCNB1, CCNB2, CDC25B, CHEK2, KIF11, PLK4, PTTG1
	**AP**	Pyrimidine metabolism	down	2.52*E-3	10	CAD, DCTD, DKC1, POLQ, POLR3E, POLR3K, RFC5, RRM1, TYMS, UCK2
	**AP**	G2/M DNA damage checkpoint regulation	down	2.04*E-4	6	CCNB1, CCNB2, CDC25B, CHEK2, UBC, YWHAE
	**LP**	Purine metabolism	up	9.20*E-3	12	DDX39, PNPT1, POLA2, POLE2, POLR1B, POLR1C, POLR2I, RFC3, RRM2, RRM2B, RUVBL1, RUVBL2
	**LP**	Pyrimidine metabolism	up	6.15*E-7	14	CTPS, PNPT1, POLA2, POLE2, POLR1B, POLR1C, POLR2I, PUS1, RFC3, RRM2, RRM2B, TXNRD1, TYMS, UCK2
	**LP**	Mitotic roles of Polo- like kinase	up	7.55*E-5	7	ANAPC4, CDC27, CDK1, ESPL1, FZR1, PPP2R1B, PTTG1
	**LP**	G2/M DNA damage checkpoint regulation	up	3.09*E-2	3	CDK1, CHEK1, YWHAZ
	**LP**	Wnt signaling	down	4.02*E-2	9	AKT3, FZD5, MMP7, NLK, SOX4, TCF3, TCF4, TCF7L2, WNT5A
1 dpn vs. 28 dpn	**AP**	AMPK signaling	up	4.26*E-3	8	AK1, CPT1A, EIF4EBP1, HMGCR, MAPK14, NOS3, PRKAA2, PRKAB2
	**AP**	mTOR signaling	up	1.89*E-2	7	EIF3F, EIF3G, EIF4EBP1, FNBP1, GNB1L, PRKAA2, PRKAB2
	**AP**	Val, Leu, Ile degradation	down	6.40*E-3	6	ACAD8, ACADL, ACADSB, BCAT1, DBT, MCCC2
	**LP**	Val, Leu, Ile degradation	up	7.12*E-8	11	ACADSB, ACAT1, ACAT2, ALDH1A1, AUH, BCKDHB, GCDH, HMGCL, HMGCS1, MCCC2, MCEE
	**LP**	Fatty acid metabolism	up	3.23*E-3	8	ACADSB, ACAT1, ACAT2, ALDH1A1, AUH, CYP51A1, GCDH, PECI
	**LP**	Synthesis and degradation of ketone bodies	up	1.76*E-6	5	ACAT1, ACAT2, BDH2, HMGCL, HMGCS1
	**LP**	Biosynthesis of steroids	up	3.27*E-4	5	CYP24A1, FDPS, HMGCR, IDI1, SC5DL
	**LP**	Glucocorticoid receptor signaling	up	3.57*E-3	12	CDKN1C, CXCL3, IL10, MAP3K1, NCOA2, NFKBIB, NR3C1, POLR2B, PRKACB, RRAS2, SLPI, SMARCA4
	**LP**	G1/S checkpoint regulation	down	2.22*E-2	4	CCNE1, CDC25A, CDKN1A, E2F3
28 dpn vs. 188 dpn	**AP**	AMPK signaling	up	1.50*E-3	10	INSR, MAPK12, PPAT, PPM1A, PPP2CA, PPP2R3A, PRKAA2, SMARCA2, SRC, STK11
	**AP**	Fatty acid metabolism	up	1.28*E-2	8	ACADSB, ALDH1A1, CYP1B1, CYP2D6, CYP3A4, CYP4A11, CYP4B1, PECI
	**AP**	Mitotic roles of Polo- like kinase	down	8.33*E-3	7	ANAPC5, CDK1, PLK1, PLK2, PPP2R1B, SLK, WEE1
	**AP**	VEGF signaling	down	7.3*E-3	9	AKT3, BCL2, KDR, NOS3, PRKCB, RAC2, RRAS, VCL, VEGFC
	**LP**	Val, Leu, Ile degradation	up	1.07*E-2	7	ACAA1, ACAT1, ALDH1B1, AUH, ECH1, IVD, IWS1
	**LP**	Fatty acid elongation in mitochondria	up	2.05*E-2	3	ACAA1, AUH, ECH1
	**LP**	mTOR signaling	up	2.65*E-2	10	AKT3, DDIT4, EIF4B, EIF4G3, PPP2R1B, PRKAB2, PRKAG1, PRKAG2, TSC1, VEGFA
	**LP**	Actin cytoskeleton signaling	down	7.99*E-5	24	ACTB, ACTR2, ARPC4, ARPC1A, CD14, CFL1, F2R, FGD1, LBP, MAP2K1,
						MYH9, NCKAP1, PAK2, PIK3C3, PIK3C2A, PIK3R4, PIKFYVE, PPP1R12A, RDX, ROCK1, ROCK2, TMSB4X, TMSL3, WASF1
	**LP**	RhoA signaling	dow	5.05*E-3n	12	ACTB, ACTR2, ARHGAP1, ARPC4, ARPC1A, CFL1, PIKFYVE, PPP1R12A, RDX, ROCK1, ROCK2, WASF1
	**LP**	Rac signaling	down	4.34*E-3	12	ACTR2, ARPC4, ARPC1A, CFL1, MAP2K1, NCKAP1, PAK2, PIK3C3, PIK3C2A, PIK3R4, PIKFYVE, WASF1
	**LP**	Complement system	down	2.17*E-2	5	C2, C7, C9, CFB, MBL2

The comparison between the dietary gestational protein diets (LP vs. AP) is shown in dependence of the regulatory direction (up or down).

Comparing perinatal and juvenile piglets (period II) 991 probe-sets were regulated in a different manner in AP offspring and in LP offspring. Of these, 448 probe-sets were up-regulated and 543 probe-sets showed lower expression at a higher age. Expression values of genes participating in 'AMPK signaling' and 'mTOR signaling' were increased, whereas genes associated with the 'degradation of valine, leucine and isoleucine' were decreased in AP offspring. In the same period 881 probe-sets exhibited ontogenetic regulation that was specific to LP offspring. Of these, 423 probe-sets showed an increased mRNA expression. 

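From 1 dpn to 28 dpn the livers of LP offspring lost some fetal transcripts, among them AFP, and transcripts of granulopoiesis. They gained transcripts of drug metabolism, complement, macrophages, and T and NK cells. Among genes in which the 14 piglets at 1 dpn did not overlap the 15 pigs at 28 dpn, S100G, a calcium-binding protein, had the largest fall, with a log2 fold change of -10.53 (SE 0.42, q = 4.68e-20), followed by AFP, the fetal serum protein alpha-fetoprotein, at -8.44 (SE 0.19, q = 7.61e-27), and PEG10, an imprinted gene, at -6.19 (SE 0.28). IGF2, a fetal growth factor, was at -3.94 (SE 0.15), and another probe-set of this gene was called higher. The largest rises among them were those of CYP3A29 at 6.94 (SE 0.24, q = 2.64e-21), KHK, the ketohexokinase of fructose metabolism, at 5.94 (SE 0.33) and CYP3A46 at 5.18 (SE 0.19). GNLY, a protein of cytotoxic lymphocytes, rose by 5.15 (SE 0.39). CYP2A19, LOC396781, FOLR2, CYP3A39, CYP26A1 and UOX rose without overlap by 3.65 to 4.94, and TMED3, CORO1C, ASNS, NPG4, HM13 and ATP6V0D2 fell, with changes of -3.60 to -3.32. A mean below the array median at one stage was found in 10 of these 20 genes, so their size and order rest on weak signals. With the array median as floor all 20 were called, with AFP at -8.33 ahead of S100G at -7.67, CYP3A29 at 6.36, KHK at 4.86, behind CYP3A46, and GNLY at 2.88. Of 14 drug-metabolizing cytochromes P450, 10 rose and 2 fell, and 10 and 1 when adjusted over the list alone (camera adjusted p = 0.00223, and adjusted p = 0.259 with an estimated correlation). Of 9 genes of fetal hepatocytes, 5 fell and 2 rose, also when adjusted over the list alone (adjusted p = 0.0316, and adjusted p = 0.269 with an estimated correlation), and 4 fell and 3 rose of 8 with array medians subtracted. Complement genes rose in 20 of 24 cases and fell in 1, also when adjusted over the list alone (adjusted p = 1.32e-07, and adjusted p = 0.269 with an estimated correlation), led by MBL2, the mannose-binding lectin, at 3.44 (SE 0.36) and CFP, properdin, at 2.36 (SE 0.16). Of 16 genes of Kupffer cells and macrophages, 12 rose and 1 fell, also when adjusted over the list alone (adjusted p = 4.16e-05, and adjusted p = 0.269 with an estimated correlation), with SIGLEC1 at 3.51 (SE 0.36), a call lost with the array median as floor (0.17), and FCGR3A at 2.23 (SE 0.18). Of 10 genes of T and NK cells, 9 rose and none fell, also when adjusted over the list alone (adjusted p = 0.00163, and adjusted p = 0.269 with an estimated correlation), with GNLY followed by CD8A at 2.47 (SE 0.48; 0.68 with that floor), and 5 rose with the 60th percentile filter. Of 8 genes of neutrophils and granulopoiesis, 7 fell, also when adjusted over the list alone (adjusted p = 0.0151, and adjusted p = 0.401 with an estimated correlation), with PRTN3, a granule protease, at -3.74 (SE 0.55; -0.97 with that floor) and NPG4 at -3.42 (SE 0.35), which stands for the listed NPG1 by an uncertain match of names. Alongside all of these groups, the 3' to 5' difference of beta-actin moved from 1.78 at 1 dpn to 3.94 at 28 dpn.

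Of 12114 probe-sets tested in period II, 8528 were regulated in LP offspring, 3510 higher and 5018 lower at 28 dpn. The median change of all tested probe-sets was -0.14, and it was 0.03 with quantile normalization and 0.27 with array medians subtracted. Relative to it, the median was 1.95 for the cytochromes P450, -0.40 for fetal hepatocyte genes, 1.38 for complement, 1.49 for macrophage genes, 2.02 for T and NK cell genes and -1.77 for granulopoiesis. The split was 4342 higher and 4102 lower with quantile normalization, and 6013 higher and 2878 lower with array medians subtracted. These counts hold changes shared by both diets.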

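Genes of fatty acid and branched-chain amino acid breakdown that Table 3 lists for LP offspring were mostly higher at 28 dpn than at 1 dpn, and CDKN1A, an inhibitor of cyclin-dependent kinases, was lower. Of 8 tested genes of valine, leucine and isoleucine degradation 6 rose, and of 7 tested genes of fatty acid metabolism 6 rose, and none fell in either list. The 2 lists share ACAT2, an acetyl-CoA acetyltransferase, which rose by 0.75 on the log2 scale (SE 0.24, q = 0.00138), AUH, a hydratase of leucine degradation, at 0.67 (SE 0.14, q = 2.12e-05), and ACADSB, GCDH and ALDH1A1. Another probe-set of ALDH1A1 was called lower, and the mean of its probe-sets was at -0.20. ACAT2 was the member called among 3 tested genes of ketone body metabolism. HMGCS1, a hydroxymethylglutaryl-CoA synthase, was at 0.77 (SE 0.39, q = 0.0133, above the limit on P), and it was called with both other scalings, with all 4 stages in 1 fit and with the array median as floor. All 3 were higher with array medians subtracted. Of 2 tested genes of steroid biosynthesis, SC5DL (SC5D), a sterol desaturase, rose by 1.06 (SE 0.22, q = 2.01e-05), and FDPS was at 0.41 (SE 0.28, q = 0.0324, above the limit on P) and called with array medians subtracted. Of 8 tested genes of glucocorticoid receptor signaling, 3 rose and 2 fell, while 5 rose and 1 fell with quantile normalization and 6 rose and none fell with array medians subtracted. POLR2B, a subunit of RNA polymerase II, rose by 1.38 (SE 0.13, q = 2.37e-11), while NFKBIB, an inhibitor of NF-kappa-B, was at -0.56 (SE 0.20, q = 0.00214) and NR3C1, the glucocorticoid receptor itself, at -0.52 (SE 0.15, q = 0.000599). Neither fall was called with array medians subtracted, nor that of NR3C1 with quantile normalization. NCOA2, a nuclear receptor coactivator, was at 0.32 (SE 0.13, q = 0.00568), and at -0.62 when its probe-sets were averaged. CDKN1A, the tested gene of G1/S checkpoint regulation, fell by 1.04 (SE 0.13, q = 5.24e-09). The counts were the same when adjusted over the list alone, and as the lists were chosen on these samples they are not independent evidence. The camera adjusted p was 0.141 for the amino acid and fatty acid lists, with adjusted p = 0.351 with an estimated correlation, and 0.34 for the ketone body and glucocorticoid lists, with adjusted p = 0.449 with an estimated correlation. Of 17 genes in a wider list of branched-chain amino acid degradation, 8 rose and 2 fell, also when adjusted over the list alone (adjusted p = 0.15, and adjusted p = 0.439 with an estimated correlation), and 13 rose with array medians subtracted. Of 14 genes of cholesterol synthesis in general, 9 rose and none fell, also when adjusted over the list alone (adjusted p = 0.0175, and adjusted p = 0.521 with an estimated correlation), with MSMO1 at 2.12 (SE 0.25) and SREBF2 at 1.39 (SE 0.20). These groups moved alongside the 3' to 5' difference of beta-actin, at 1.78 and 3.94 at the 2 stages, and 12 of 16 genes of Kupffer cells and macrophages were higher. A fast is described for the pigs at 28 dpn and not for the piglets at 1 dpn, so feeding state may contribute and was not tested.

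**Figure D1:**
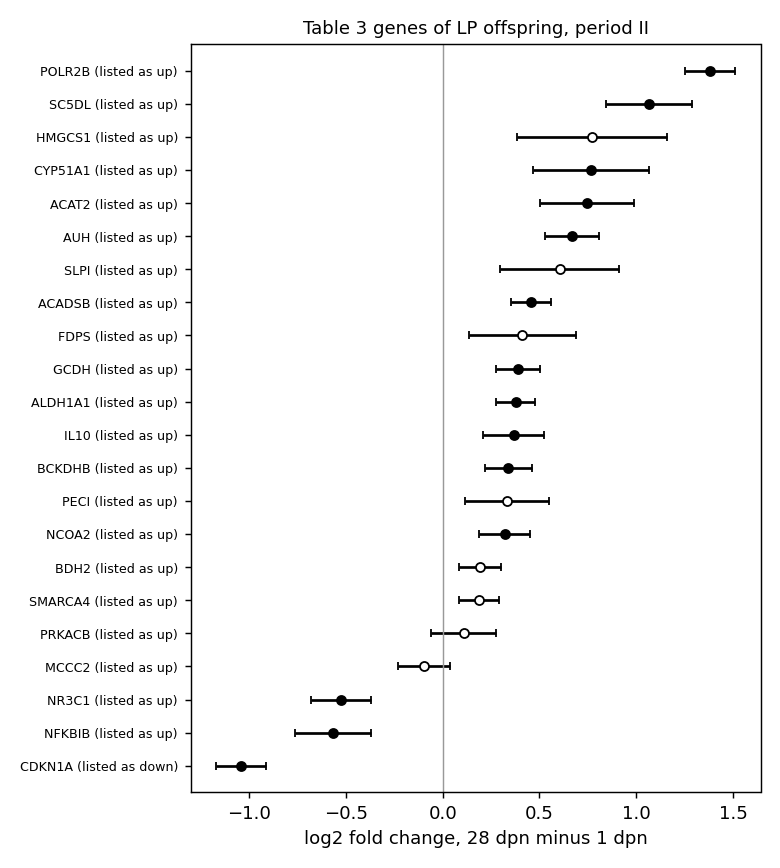
Log2 fold change, 28 dpn minus 1 dpn, of the tested genes that Table 3 lists for LP offspring in period II. Points are limma estimates over 14 animals at 1 dpn and 15 at 28 dpn, bars are standard errors, filled points passed the test and open points did not. POLR2B lies highest at 1.38 and CDKN1A lowest at -1.04. With array medians subtracted NFKBIB and NR3C1 no longer passed. In that setting 19 of 22 genes were called as listed, against 12 in the reported setting. With the mean of its probe-sets NCOA2 was lower.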

Genes involved in 'fatty acid metabolism', 'biosynthesis of steroids', 'synthesis and degradation of ketone bodies', 'glucocorticoid receptor signaling' as well as the 'degradation of valine, leucine and isoleucine' were found to be up-regulated in LP offspring, while genes associated with 'G1/S checkpoint regulation' were down-regulated.

When juvenile and young adult pigs (period III) are compared, 1,549 probe-sets differed significantly (697 188 dpn ≻ 28 dpn) in AP offspring. Genes participating in 'AMPK signaling' and 'fatty acid metabolism' were found to be up-regulated while genes associated with 'mitotic roles of Polo-like kinase' and 'VEGF signaling' were found to be down-regulated in AP offspring. In LP offspring 1,959 probe-sets were differently expressed (834 188 dpn ≻ 28 dpn). 

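Between 28 dpn and 188 dpn the livers of LP offspring lost transcripts of cell division, macrophages and protein folding and gained transcripts of urea and fat synthesis. Among genes in which the 15 animals at 28 dpn did not overlap the 16 at 188 dpn, CYP2A19, a cytochrome P450, rose most, with a log2 fold change of 3.53 (SE 0.31, q = 4.71e-11), followed by LPIN1, an enzyme of triglyceride synthesis, at 2.82 (SE 0.18) and GPX3, a glutathione peroxidase, at 2.68 (SE 0.24). Among the same genes RRM2 fell most, at -3.34 (SE 0.26, q = 7.36e-12), followed by PCLAF, a partner of the replication clamp, at -3.22 (SE 0.42), and FNTA, a farnesyltransferase subunit, at -2.80 (SE 0.22). SLC3A1, LOC396781, DHRS7, LOC100152327, CCL19, PAPSS2 and GPT rose without overlap by 1.36 to 2.64, and MARCO, LOC100519808, CAND2, ALDH18A1, CASP1, RACGAP1 and STMN1 fell, with changes of -2.71 to -1.73. In 6 of these 20 genes the mean lay below the array median at one stage, so their size and order rest on weak signals. With the array median as floor all 20 were called, with RRM2 at -2.89 and FNTA at -2.80 ahead of PCLAF at -1.63 and MARCO at -1.44. Of 15 genes of Kupffer cells and macrophages, 12 fell and 1 rose, also when adjusted over the list alone (camera adjusted p = 0.00223, and adjusted p = 0.317 with an estimated correlation), led by MARCO, a scavenger receptor, at -2.71 (SE 0.36) and SIGLEC1 at -2.08 (SE 0.39; -0.66 with that floor). Of 21 genes of the unfolded protein response and heat shock, 14 fell and 2 rose, also when adjusted over the list alone (adjusted p = 0.00445, and adjusted p = 0.356 with an estimated correlation), with ASNS at -1.59 (SE 0.24) and DNAJB11 at -1.46 (SE 0.16). Of 16 proteasome genes, 13 fell and 2 rose, also when adjusted over the list alone (adjusted p = 0.00425, and adjusted p = 0.317 with an estimated correlation), with PSMD14 at -1.02 (SE 0.11) and PSMA6 at -0.67 (SE 0.09), and 10 fell and 5 rose of 24 with array medians subtracted. Of 5 urea cycle genes, 4 rose and none fell, also when adjusted over the list alone (adjusted p = 0.00997, and adjusted p = 0.328 with an estimated correlation), with ARG1, arginase, at 1.10 (SE 0.19) and ASL at 0.87 (SE 0.14). Of 15 genes of fatty acid and triglyceride synthesis, 9 rose and 4 fell, also when adjusted over the list alone (adjusted p = 0.0151, and adjusted p = 0.351 with an estimated correlation), with LPIN1 followed by SCD, a fatty acid desaturase, at 1.49 (SE 0.30) and ME1 at 1.36 (SE 0.21; 0.73 with that floor). Over the same period the 3' to 5' difference was 0.79 and then 0.64 for GAPDH, and 3.94 and then 4.03 for beta-actin. For EF1A it was 0.39 (SD 0.11) and then 0.56 (SD 0.53), with 3 animals at 188 dpn at 1.39 to 1.68. Without the 9 arrays of outlying 3' to 5' differences, 4 of them at 188 dpn, EF1A was at 0.34 at 188 dpn, and 1904 probe-sets were higher and 3472 lower.

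Of 10959 probe-sets tested in period III, 5920 were regulated in LP offspring, 2008 higher and 3912 lower at 188 dpn. The median change of all tested probe-sets was -0.14, and it was 0.002 with quantile normalization and 0.07 with array medians subtracted. Relative to it, the median was -0.54 for macrophage genes, -0.60 for protein folding, -0.36 for the proteasome, 0.78 for the urea cycle and 0.43 for fat synthesis. The split was 2726 higher and 2773 lower with quantile normalization, and 3627 higher and 2466 lower with array medians subtracted. These counts hold changes shared by both diets.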

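Genes that Table 3 lists in LP offspring for branched-chain amino acid degradation and for fatty acid elongation in mitochondria were higher at 188 dpn than at 28 dpn. The listed genes of mTOR signaling went both ways. All 5 tested genes of valine, leucine and isoleucine degradation rose. IVD, the isovaleryl-CoA dehydrogenase of leucine degradation, rose by 0.69 on the log2 scale (SE 0.18, q = 0.000575). AUH at 0.42 (SE 0.17, q = 0.00968), ECH1 at 0.40 (SE 0.10, q = 0.000504) and ACAA1 at 0.38 (SE 0.10, q = 0.000507), a thiolase, also make up the 3 tested genes of fatty acid elongation in mitochondria, all of which rose. Of 5 tested genes of mTOR signaling, 3 rose and 2 fell. EIF4B, a translation initiation factor, rose by 0.76 (SE 0.12, q = 8.52e-07), PRKAG2, a subunit of AMPK, by 0.47 (SE 0.18, q = 0.00823), and VEGFA, the vascular growth factor, by 0.40 (SE 0.12, q = 0.00151). EIF4G3, another initiation factor, was at -0.83 (SE 0.17, q = 4.87e-05) and PPP2R1B at -0.43 (SE 0.09, q = 6.39e-05). The counts were the same when adjusted over the list alone, and because the lists were chosen on these samples they are not independent evidence. The camera adjusted p was 0.109 for amino acid degradation, 0.141 for fatty acid elongation and 0.391 for mTOR signaling, and adjusted p = 0.249, adjusted p = 0.351 and adjusted p = 0.55 with an estimated correlation. In a wider list of 17 genes of branched-chain amino acid degradation, 10 rose and 2 fell, also when adjusted over the list alone (adjusted p = 0.00669, and adjusted p = 0.269 with an estimated correlation). BCAT1, the cytosolic transaminase, was at -0.83 (SE 0.22), HSD17B10 at 0.72 (SE 0.12) and IVD as above. Over the same period 12 of 15 genes of Kupffer cells and macrophages were lower, and 3 animals at 188 dpn stood apart in the 3' to 5' difference of EF1A, at 1.39 to 1.68.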

In LP offspring, genes involved in 'mTOR signaling', 'fatty acid elongation in mitochondria' as well as the 'degradation of valine, leucine and isoleucine' were up regulated. Furthermore, genes involved in 'actin cytoskeleton signaling', 'RhoA signaling', 'Rac signaling' and 'complement system' were found to be down-regulated. 

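Genes that Table 3 lists for the actin cytoskeleton, RhoA and Rac in LP offspring were mostly lower at 188 dpn than at 28 dpn, and none of them was higher. Of 13 tested genes of actin cytoskeleton signaling 10 fell, and 9 when adjusted over the list alone. LBP, the lipopolysaccharide-binding protein, had a log2 fold change of -1.07 (SE 0.23, q = 6.67e-05), RDX, a linker of actin to the membrane, -0.76 (SE 0.24, q = 0.00306), and PIK3C3, a phosphatidylinositol kinase, -0.72 (SE 0.16, q = 0.000109). ACTB, beta-actin, fell by 0.53 (SE 0.16, q = 0.0026) and CFL1, cofilin, which severs actin filaments, by 0.36 (SE 0.11, q = 0.00292). Of 10 tested genes of RhoA signaling 7 fell, and 6 when adjusted over the list alone, and of 6 tested genes of Rac signaling 4 fell, also when adjusted over the list alone. Many members are shared, among them ACTR2, a subunit of the Arp2/3 complex, at -0.63 (SE 0.18, q = 0.00132). With array medians subtracted, 6, 4 and 2 members of the actin, RhoA and Rac lists were lower, and the calls lost included those of CFL1 and MBL2. The call of MBL2 was also lost with Benjamini-Hochberg adjustment or no intensity filter. Of 3 tested genes of the complement system, C9 fell by 0.57 (SE 0.10, q = 5.68e-06; not called with all 4 stages in 1 fit) and MBL2 by 0.99 (SE 0.45, q = 0.0186), of which 1 passed when adjusted over the list alone, and C7 was at -0.10 (SE 0.13, q = 0.156), at 0.064 with array medians subtracted and at 0.0060 without the arrays of outlying 3' to 5' differences. The lists were chosen on these samples, so their directions are not independent evidence. The camera adjusted p was 0.141 for the actin list, 0.276 for the RhoA and Rac lists and 0.34 for complement, and with an estimated correlation adjusted p = 0.351 for the first 3 lists and adjusted p = 0.416 for complement. A wider list of 16 complement genes had 7 lower and 3 higher, 6 and 3 when adjusted over the list alone (adjusted p = 0.411, and adjusted p = 0.658 with an estimated correlation), and 6 lower and 6 higher of 22 with array medians subtracted. Its largest changes were those of CFP at -1.05 (SE 0.13), MBL2, and C1QA at -0.97 (SE 0.14). Over the same period 12 of 15 genes of Kupffer cells and macrophages were lower, with a median of -0.68, and the 3' to 5' difference of EF1A was 0.39 (SD 0.11) and then 0.56 (SD 0.53), with 3 animals at 188 dpn at 1.39 to 1.68.

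**Figure D2:**
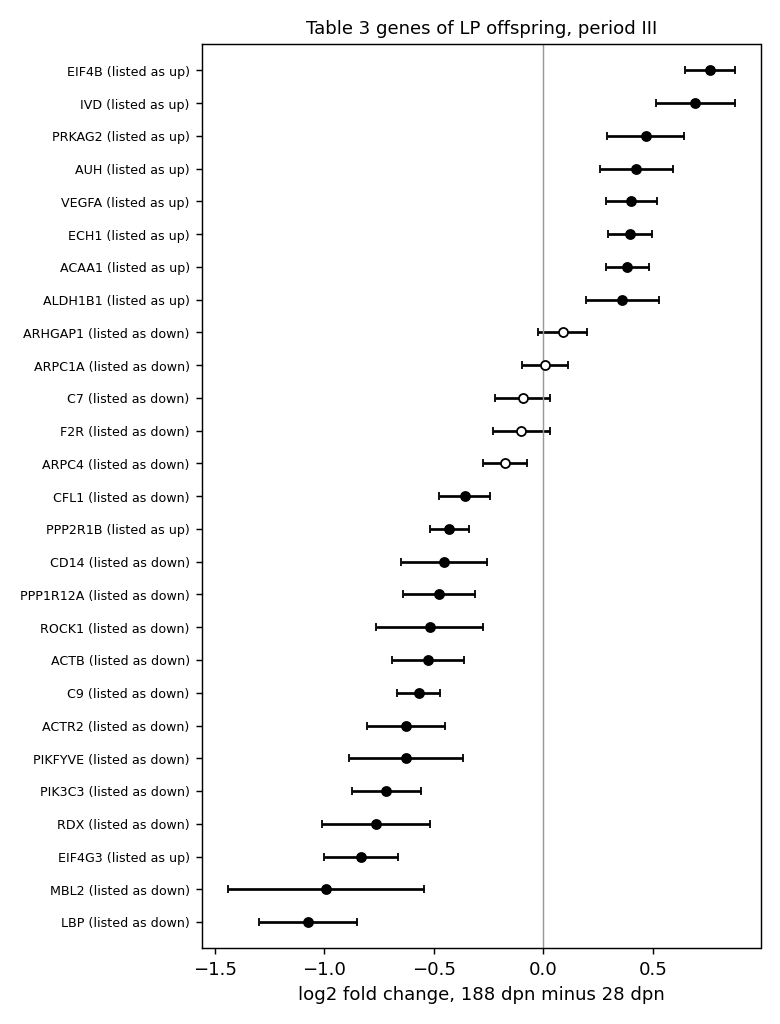
Log2 fold change, 188 dpn minus 28 dpn, of the tested genes that Table 3 lists for LP offspring in period III. Points are limma estimates over 15 animals at 28 dpn and 16 at 188 dpn, bars are standard errors, filled points passed the test and open points did not. LBP lies lowest at -1.07 and EIF4B highest at 0.76. With array medians subtracted 16 of 29 tested genes were called as listed, against 20 of 27 in the reported setting. CFL1 and MBL2 were among those no longer called.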

Figure 2 gives a comprehensive overview of the pathways found regulated between stages and diets. For all genes exemplarily analysed, qRT-PCR confirmed the direction of differential regulation as obtained by microarray analysis. In 90% of the genes that we validated by qRT-PCR, significant expression differences in mRNA levels between the treatment groups were identified by both qRT-PCR and microarray analysis (Table 4). Correlations between expression values of microarray and qRT-PCR of positive validated transcripts ranged between 0.47 and 0.86 and were highly significant. This suggests that our microarray data are reliable.

**Figure 2:**
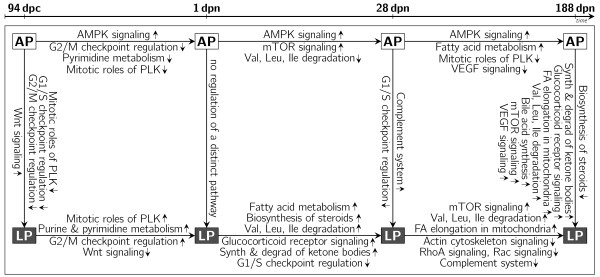
**Regulated pathways in liver tissue between ontogenetic stages and diets**. Listed pathways between AP stages (white boxes) indicate the appropriate ontogenetic development, which does not take place in the LP offspring (black boxes) at the corresponding developmental period. Pathways between the LP stages indicate processes and metabolic regulation, which occur in the LP offspring but not in the AP offspring in the corresponding developmental period. The differences in gene regulation dependent on diet and ontogenetic stage indicate fetal programming in terms of developmental and metabolic disorders (arrows between boxes show direction of the comparison; small arrows indicate up and down regulation, respectively; PLK, Polo-like kinase; VEGF, Vascular endothelial growth factor, mTOR, mammalian target of rapamycin; AMPK, AMP-activated protein kinase; RhoA, Ras homolog gene family, member A; Rac, Ras-related C3 botulinum toxin substrate; FA, Fatty acid)

**Table 4:** Comparison of microarray data and qRT-PCR of selected transcripts

Gene name	Microarray			qRT-PCR #			Correlation ##
	**p-value**	**FC**	**Regulation**	**p-value**	**FC**	**Regulation**	**Expr. values**
*94 dpc*							
CCND2	0.022	-1.25	down	0.0001	-1.83	down	0.47 *
NCAPG	0.019	-1.73	down	0.003	-1.58	down	0.47 *
MGMT	0.031	+1.12	up	0.011	+1.32	up	0.53 **
GADD45B	0.669	-1.08	n.r.	0.522	+1.17	n.r	0.68 ***
*1 dpn*							
SDHB	0.0006	-1.19	down	0.028	-1.30	down	0.71 ***
CCND2	0.711	-1.06	n.r.	0.651	-1.09	n.r.	0.46 *
PPARGC1A	0.745	-1.03	n.r.	0.761	-1.04	n.r.	0.67 ***
*188 dpn*							
PRKAA1	0.0004	-1.68	down	0.027	-1.40	down	0.77 ***
PRKAA2	0.009	-1.36	down	0.095	-1.25	down	0.10
PPARGC1A	0.126	-1.35	n.r.	0.105	-1.36	n.r.	0.86 ***

*CCND2 *- cyclin D2; *NCAPG *- non-SMC condensin I complex, subunit G; *MGMT *- O-6-methylguanine-DNA methyltransferase; *GADD45B *- growth arrest and DNA-damage-inducible, *β *; *SDHB *- succinate dehydrogenase complex, subunit B, iron sulfur (Ip); *PPARGC1A *- Peroxisome proliferator activated receptor *γ *coactivator-1*α*; *PRKAA1 *- 5'-AMP-activated protein kinase, catalytic *α*1 chain; *PRKAA2 *- 5'-AMP-activated protein kinase, catalytic *α*2 chain *calculated by factorial normalisation on *RPL10 *expression values; **p-value of pamn' rho; n.r. - not regulated

## Discussion

We applied whole-genome microarrays to evaluate hepatic gene expression profiles of offspring from sows fed either an isocaloric maternal low protein or adequate protein diet throughout their pregnancy. In order to investigate transcriptional features of developmental nutritional programming we conducted a longitudinal experimental design covering prenatal, perinatal, juvenile and adult ontogenetic stages in a porcine model. The comparisons of the relative mRNA abundances depending on dietary group and ontogenetic stages provide an overall view of the developmental plasticity of the liver.

At the prenatal stage mRNA expression profiles were extensively altered between the dietary groups. At this time point the fetuses were subjected to a serious nutritional deficiency that requires an acute transcriptomic response. Following in utero exposure to a gestational low protein diet at 1 dpn we could not find significant regulatory changes of genes of any molecular route in porcine perinatal liver. At this stage the animals experienced a kind of release from metabolic burden after cross-fostering and suckling. Obviously, this initiates an immediate recovery of the activity of genes to 'normal level' reflected by similar expression pattern in LP and AP piglets. However, at the whole-body level adverse consequences of restricted intrauterine supply were observed [15]. In juvenile LP offspring, mRNA expression profiles were moderately altered compared to AP offspring. However, the number of differentially expressed probe-sets increased extensively at adult stage. The observed transcriptional postnatal regulations were delayed long-term effects of the prenatal nutritional supply. Due to the normal dietary conditions at juvenile and adult stages the alterations found here can be regarded as fetal nutritional programming.

Our model indicates that gestational LP diets affected the hepatic expression profiles in an acute, short-term as well as in a delayed, long-term manner in LP offspring. Due to the LP diet a number of molecular routes related to cell cycle and cellular turnover, response to stimuli, as well as energy-, lipid- and amino acid metabolic pathways are shifted on the transcriptional level in the liver at prenatal stages under the direct influence of limited protein and/or amino acid supply, but also postnatal. The effect is characterised by a programming of the genome that leads to different responsiveness and adaptability of the gene expression machinery to chronic and acute environmental stimuli, i.e. nutritional supply. Together with the observation that the offspring of both groups did not differ in bodyweight but in body composition and fat content [17], the data indicate that the activity of different genes led to different partitioning of nutrients among peripheral and visceral organs and tissues.

### Transcriptional excursions regarding cell maintenance and proliferation

Mammalian cell division is precisely regulated by variate factors and functional networks. Therefore, cell division is synchronous with cell growth [19,20]. Eukaryotic cells evolved elaborate mechanisms to verify the fidelity of cell division. Therefore, a cell cycle control system can arrest the cycle at certain checkpoints. Key components in terms of cell cycle regulation are cyclins. Cyclin levels undergo an oscillation of synthesis and degradation in each cell cycle and fall at a proper developmental time point to exit the cell cycle [21,22]. Therefore, the transcriptional control of cyclins provides an additional level of growth regulation. Mitotic cyclins interact with Polo-like kinases (PLK), an evolutionary conserved family of essential cell cycle regulators, which are required at several key points within mitosis, including entry into and exit from mitosis [23,24]. It has been shown that fetal growth retardation is accompanied by alterations in cell cycle regulating molecules at both transcriptome [25] and proteome level [26]. However, longitudinal studies focussed on diet-dependent alterations of cell cycle regulators are scarce. The porcine expression patterns in this study showed a decreased mRNA expression of genes associated with the control of mitosis and cell cycle checkpoint regulation at stage 94 dpc in LP fetuses. These regulations may indicate an impaired fetal growth performance due to the gestational low protein diet. Therefore, the down-regulation of cell cycle regulating pathways might lead to a lengthened cell cycle in LP fetuses and offspring [27] and cumulate in growth retardation in LP fetuses. In AP fetuses, cell cycle parameters were found to be decreased in expression within developmental period I, which indicates a terminated fetal growth. In contrast, LP fetuses showed an increased expression of transcripts associated with cell division within the corresponding developmental period. 

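Some transcripts of cell division rose from 94 dpc to 1 dpn in LP offspring, and most fell with age afterwards. NCAPG, a subunit of the condensin complex that compacts mitotic chromosomes, had a mean log2 signal of 7.93 at 94 dpc (SD 0.87, n = 16) and 8.61 at 1 dpn (SD 0.98, n = 14), a rise of 0.68 (SE 0.32, q = 0.0126). CDC20, an activator of the anaphase-promoting complex, rose by 1.06 (SE 0.29, q = 0.000372), and CKS2, a cyclin-dependent kinase subunit, by 0.97 (SE 0.13, q = 2.85e-08). CCNB1, the cyclin of mitotic entry, was at 0.02 (SE 0.33, q = 0.201), at -0.10 without the arrays of outlying 3' to 5' differences, and did not pass. Of 26 genes of mitosis and G2/M tested in period I, 7 rose, 2 fell and 17 did not pass, and 3 rose and none fell when adjusted over the list alone (camera adjusted p = 0.399, and adjusted p = 0.886 with an estimated correlation). In a list of 26 DNA replication genes, 8 rose and 2 fell, and 7 and 2 when adjusted over the list alone (adjusted p = 0.37, and adjusted p = 0.886 with an estimated correlation), with RRM2 as given for purine metabolism, FEN1, a nuclease of DNA replication, at 0.95 (SE 0.14) and RFC1 at -0.73 (SE 0.09). With array medians subtracted 11 and 13 members of these lists rose and 1 of each fell. Without the array of each stage that correlated least with its stage, 13 DNA replication genes rose. With all 4 stages in 1 fit, or without the arrays of outlying 3' to 5' differences, 3 mitosis genes rose in period I, and the call of NCAPG was lost then, with Benjamini-Hochberg adjustment and with no moderation of the spread. In period II, 21 of 27 mitosis genes fell and 1 rose, also when adjusted over the list alone (adjusted p = 0.00668, and adjusted p = 0.637 with an estimated correlation), with NCAPG at -2.58 (SE 0.49), HMMR at -2.08 (SE 0.33) and NDC80, a kinetochore protein, at -1.78 (SE 0.22). With the array median as floor they were at -1.48, -0.54 and -0.95, and called. Of 27 DNA replication genes, 19 fell and 2 rose, also when adjusted over the list alone (adjusted p = 0.0235, and adjusted p = 0.664 with an estimated correlation), with PRIM2, a primase subunit, at -2.02 (SE 0.14) and TYMS at -1.37 (SE 0.29). Of these DNA replication genes, 12 fell and 5 rose with array medians subtracted. In period III, 17 of 20 mitosis genes fell and none rose, also when adjusted over the list alone (adjusted p = 4e-05, and adjusted p = 0.351 with an estimated correlation), with CCNB1 at -2.98 (SE 0.42), TOP2A, a DNA topoisomerase, at -2.76 (SE 0.43) and CCNB2 at -2.42 (SE 0.43), and 27 of 32 fell with no intensity filter. CCNB1, TOP2A and CCNB2 had means below the array median at 188 dpn, and with it as floor they were at -1.71, -1.13 and -0.69, and called. DNA replication genes fell in 21 of 24 cases and rose in none, also when adjusted over the list alone (adjusted p = 4.16e-05, and adjusted p = 0.351 with an estimated correlation), with RRM2 followed by ORC1 at -1.89 (SE 0.20; -0.76 with that floor) and TYMS at -1.74 (SE 0.29; -0.80 with that floor). The 3' to 5' difference of GAPDH moved from 1.05 to 0.39 in period I, and that of beta-actin from 1.78 to 3.94 in period II. Over the same periods 10 of 14 erythroid genes were lower in period I, and 7 of 8 genes of neutrophils and granulopoiesis were lower in period II, with a median of -1.91. In period III 12 of 15 genes of Kupffer cells and macrophages were lower, with a median of -0.68, and 3 animals at 188 dpn stood apart in the 3' to 5' difference of EF1A, at 1.39 to 1.68. From the higher expression of cell cycle genes in LP offspring within period I, the paper reasons that it accounts for compensatory regulation of the lowered fetal weight.

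**Figure D3:**
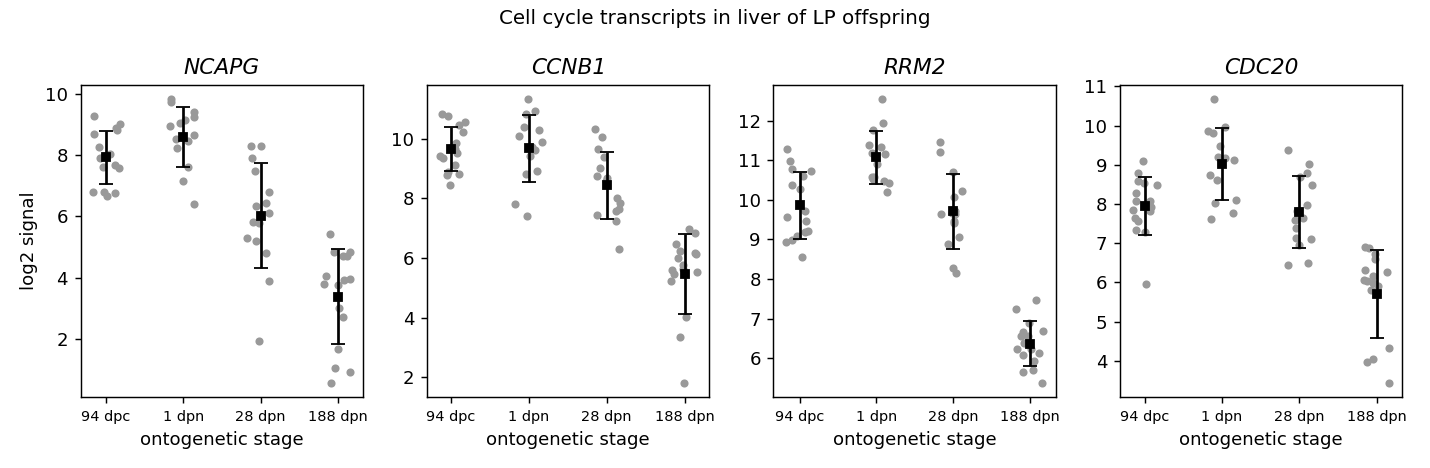
Log2 signal of NCAPG, CCNB1, RRM2 and CDC20 in each LP animal by ontogenetic stage, with squares for the mean and bars for the SD over 16, 14, 15 and 16 animals. NCAPG averaged 7.93, 8.61, 6.03 and 3.37 at 94 dpc, 1 dpn, 28 dpn and 188 dpn, and it was not tested in period III, where it did not pass the filters.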

Obviously, the increased mRNA expression of genes related to cell cycle regulators within developmental period I in LP offspring accounts for compensatory regulations regarding the lowered fetal weight due to the gestational diet. Within developmental period III, AP offspring showed a decreased expression of genes associated with Polo-like kinases, which is in line with the assumption that LP pigs have not terminated their growth at stage 188 dpn; in particular their liver has not attained a steady-state and that there is persistent functional demand towards cell proliferation potentially to respond to an elevated metabolic burden, including a higher turn over of lipids and ketone bodies.

The expression level of *NCAPG *(non-structural maintenance of chromosomes (SMC) condensin I complex subunit G) was highlighted as strongly associated with fetal growth retardation [28,29]. According to recent studies *NCAPG *is important during mitotic cell division. Due to the gestational low protein diet *NCAPG *was found to be down-regulated in LP fetuses compared to AP fetuses, which reflects the organismal effort to counteract the growth retarding processes in LP fetuses.

Beside pathways related to the control of growth and cell deviation, the diet-dependent expression patterns showed regulation in genes associated with biosynthesis, degradation and salvage of nucleotides ('purine and pyrimidine metabolism') as well as cell motility and cytokinesis ('actin cytoskeleton signaling', 'Rac signaling', 'RhoA signaling'). These expression patterns suggest a dietary effect on cellular turn-over, which might be increased at early stages but decreased at adult stage in LP offspring. Therefore, a diet-dependent tissue remodelling might take place in LP offspring as observed previously [30].

The 'mTOR signaling' acts as an important nutrient sensing pathway that controls protein synthesis in mammalian cells at the level of translation [31]. Upstream signaling events of 'mTOR signaling' include alterations in amino acid availability, abundance of hormones, AMP and growth factors [32]. Thus, 'mTOR signaling' is involved in regulating individual cell growth, growth performance, and developmental processes [33,34]. An increase of 'mTOR signaling' within developmental period II was observed in AP offspring, but not in the LP group. This may account for improper protein synthesis [35] in LP offspring. However, at adult stage a diet-dependent up-regulation of 'mTOR signaling' in LP offspring suggests a transcriptional priority for cellular growth and proliferation. Therefore, 'mTOR signaling' might be involved in compensatory growth processes at adult stage in LP offspring.

Another signaling pathway identified to be regulated in a diet-dependent manner is the 'VEGF (vascular endothelial growth factor) signaling' pathway, which is known from gene deletion studies to be essential in developmental processes [36,37]. Therefore, the transcriptional up-regulation of 'VEGF signaling' reflects the effort on cell maintenance and angiogenic growth in LP offspring at stage 188 dpn. Obviously, hepatic ontogenetic growth is not finished at adult stage in LP offspring in contrast to AP offspring.

Furthermore, the dietary modifications led to regulation of the 'Wnt signaling' pathway, which is involved in various aspects of embryogenesis, including cell differentiation and cell proliferation [38]. Therefore, the observed mRNA expression patterns might contribute to an impaired developmental growth in LP offspring.

Regarding the LP model used in rodents, it has been suggested that the maternal LP diet had an impact on 'insulin signaling' as well as on 'IGF1 signaling' and its binding proteins [30,39-43]. However, in this study no regulation of both 'insulin signaling' and 'IGF1 signaling' was observed in liver tissue of LP porcine offspring, possibly due to maturation-, species-, tissue-, sex- and time-dependent regulations.

### Transcriptional excursions regarding lipid-, energy- and N-metabolism

During postnatal development a remarkable number of diet- and stage-dependent transcriptionally regulated pathways were related to lipid metabolism, including 'fatty acid metabolism', 'fatty acid elongation in mitochondria', 'synthesis and degradation of ketone bodies', 'bile acid synthesis' and 'biosynthesis of steroids'. These findings suggest that pathways associated to lipid metabolism are part of postnatal adaptive responses to the prenatal nutritional environment in LP offspring. Consistent with these observations, genes associated with lipid metabolism were found to be altered at pre- and postnatal stages in rodents, where the LP model was studied intensively [44-49]. Furthermore, the transcriptional adaptations may have consequences for the offspring's phenotype, including alterations of plasma parameters [44-46,50], hepatic histology [46] and body composition [47].

According to the longitudinal study design the 'AMPK (AMP-dependent activated kinase) signaling' was found to be regulated throughout ontogenesis in AP offspring only. 'AMPK signaling' is a metabolic pathway which is involved in the regulation of the lipid and energy metabolism in mammalian cells [51-56]. In particular, the cellular energy sensor AMPK is essential for a proper mitochondrial activity and metabolic health citeTowler2007. Therefore, the up-regulation of 'AMPK signaling' in developmental periods I, II and III in AP offspring accounts for metabolic health in AP offspring, but not in LP offspring. On the one hand, this matter may be related to mitochondrial impairments which may happen due to the LP diet, as has been suggested previously [57,58]. On the other hand, it might be associated to the transcriptional excursions within the lipid metabolism in LP offspring. Moreover, the expression of the catalytic subunits of AMPK, *PRKAA1 *and *PRKAA2 *was found to be decreased in LP offspring compared to AP offspring at stage 188 dpn, which may contribute to an imbalanced cellular metabolism. Taken together, the observed regulations were seen as a clue for impairments in energy metabolism in LP offspring during ontogenesis.

Furthermore, the diet-dependent transcriptional excursions revealed an impact on N-metabolism. In particular, the degradation of essential, branch-chained amino acids like valine, leucine and isoleucine was found to be regulated, which may illustrate the LP offspring's efforts to mimic prenatal experiences in terms of dietary supply during postnatal development in the face of richer conditions. Although essential amino acids are needed for growth, anabolic and developmental processes, transcriptional levels of genes leading to degradation of those dietary valuable compounds is forced during postnatal development in LP offspring.

### Transcriptional excursions regarding stress and immune response

The biological effect of glucocorticoids is modulated by glucocorticoid receptors. By means of succeeding direct and indirect interactions of downstream target genes, mRNA expression regarding metabolic, behavioural, cardiovascular and immune functions is modulated. In rodents, many studies reported an impact of maternal low protein diets on expression and affinity of the glucocorticoid receptor and its signaling molecules [8,48,59-61]. Consistently, in porcine offspring a diet-dependent regulation of 'glucocorticoid receptor signaling' was also found. Therefore, expression profiles at weaning and adult stages point to an alarm alert (activated defence) in LP offspring. Furthermore, genes associated with the complement system were found to be regulated in a diet-dependent manner at stage 28 dpn. Obviously, at least a part of the innate immune system is impaired when LP offspring is faced with a pre-biotical stress like weaning. Consistent with this finding, expression of genes associated with an impaired immunity were found to be altered in offspring of protein malnourished dams [62,63].

## Conclusions

In conclusion, the longitudinal survey of the hepatic transcriptomic response in offspring of dams fed either a gestational low protein diet (LP, 6% CP) or an adequate protein diet (AP, 12% CP) at prenatal (94 dpc), perinatal (1 dpn), juvenile(28 dpn), and adult (188 dpn) ontogenetic stages revealed acute short-term and delayed long-term modulations. The changes in gene expression were not persistent in terms of consistent differential expression of genes at all stages. However, genes related to cell cycle and cellular turnover were differentially expressed at all stages except stage 1 dpn. This stage appeared as a phase of recovery of the activity of genes. Differential expression of genes related to lipid, ketone body, and amino acid metabolism indicate that the offspring of both groups uses different metabolic directions in response to identical nutritional condition during postnatal life.

## Methods

### Animals and sample collection

Animal care and tissue collection processes followed the guidelines of the German Law of Animal Protection and the experimental protocol was approved by the Animal Care Committee of the State Mecklenburg-Vorpommern (Landesamt für Landwirtschaft, Lebensmittelsicherheit und Fischerei, Mecklenburg-Vorpommern, Germany; LVL MV/TSD/7221.3-1.1-006/04; LALLF M-V/TSD/7221.3-1.2-05/06; LALLF M-V/TSD/7221.3-1.2-013/06). The animal experiment was performed as described [15]. Briefly, at insemination German Landrace primiparous sows (n = 42) were randomly assigned to either a low protein diet (LP) with 6% (w/w) crude protein or an adequate protein diet (AP) containing 12% crude protein. Diets were formulated to be isocaloric (13.6 MJ ME/kg on average) [15]. Tissue sampling included offspring of these sows at one prenatal (94 dpc) and three postnatal (1, 28, 188 dpn) time points (Figure 3).

**Figure 3:**
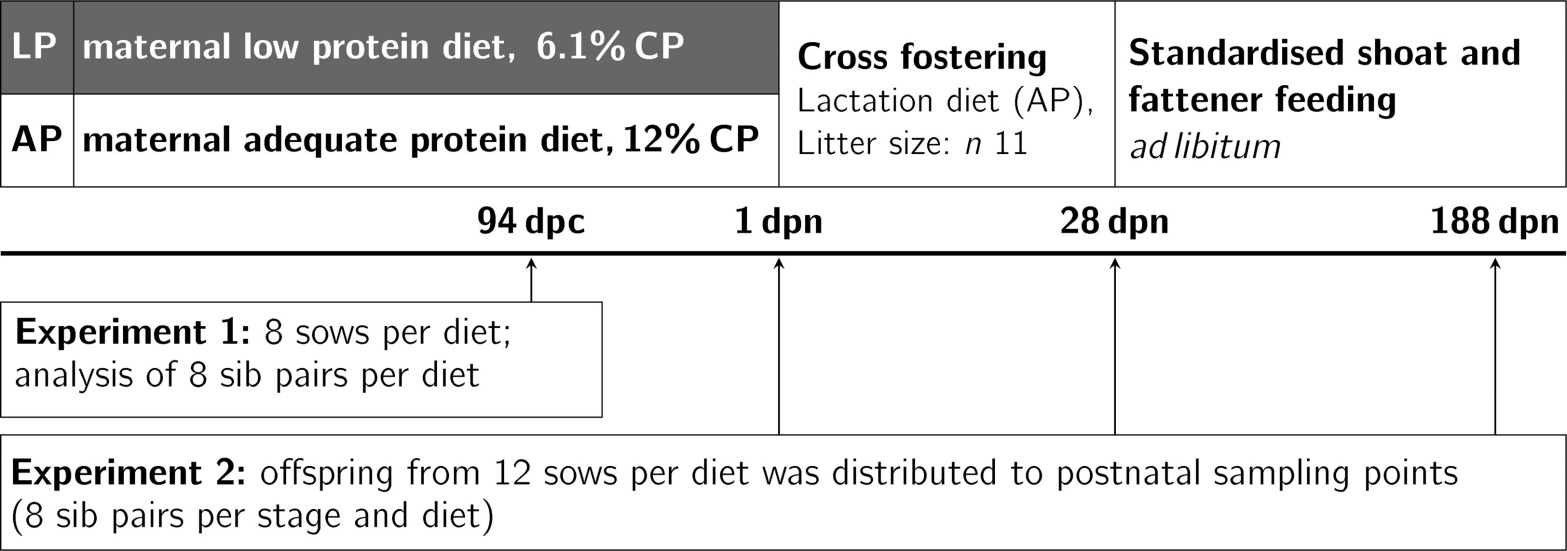
**Experimental design**.

At 94 dpc of gestation, a subset of eight sows per dietary group was subjected to Caesarean section (EXP1). Sows were anaesthetised as described [15]. This experiment was performed over 5 replicates. Eight viable fetuses per sow were collected starting at the tip of the left uterus horn and alternating between left and right horn. Fetuses were killed by i.v. injection of T61 in the V. cava cranialis and liver samples were immediately collected (approximately 500 mg), frozen in liquid nitrogen, and stored at -80°C until analysis. Fetuses originated from litters of at least 11 viable piglets. Fetuses of LP-fed dams showed a numerically lowered weight compared to AP fetuses at 94 dpc (LP: 661 ± 115 g, and AP: 711 ± 118 g, respectively; *P *= 0.12; n = 32). The smallest and the heaviest fetus within one litter were selected for transcriptome analysis.

In the second experiment (EXP2) offspring selected for the postnatal time points was born to primiparous sows after prostaglandin induction of parturition as described [15] and farrowed after mean pregnancy duration of 115 days. This experiment was conducted over 8 replicates and offspring of a subset of 4 sows (2 per diet per replicate) with a minimum of 11 live born piglets (median litter size = 13) were used. At birth 10 piglets in each litter were distributed over three time points (1, 28, 188 dpn). For the microarray analyses, 8 sib pairs (light and heavy piglet from one litter) which were balanced for sex (all stages) and discordant for weight (light and heavy piglet; stages 94 dpc and 1 dpn only) were chosen per stage and diet.

Mean birth weights of LP newborn piglets used for microarray analyses were numerically lower than birth weights of AP offspring (LP: 1.21 ± 0.30 kg, AP: 1.36 ± 0.31 kg, *P *= 0.08, n = 32). Including all piglets derived from the complete experiment, LP offspring was growth-restricted compared to AP offspring, but litter size did not differ [15]. Thirty-six hours after birth, the lightest and the heaviest piglet within one litter were killed by i.m. injection of 1.25 mg propionyl-promazine (0.2 ml Combelen, Bayer AG, Leverkusen, Germany) and 50 mg ketamine (Ursotamin, Serumwerk Bernburg AG, Germany). Samples were immediately collected from lobus sinister hepaticus (approximately 500 mg), frozen in liquid nitrogen, and stored at -80°C until analysis.

The remaining piglets were cross-fostered to non-experimental sows of 2^nd ^to 4^th ^parities, which were on the AP diet during gestation. All sows were fed AP lactation diets. Litter size during suckling was standardised to 11 piglets per sow. Male piglets were castrated at d 4 of age. From weaning (28 dpn) to slaughter (188 dpn), all piglets were individually reared. They had free access to standard diets formulated for post-weaning (d 29 to d 76), growing (d 77 to d 105) and finishing periods [64]. At 28 dpn and 188 dpn of age, pigs were weighed after an overnight fast and killed by electronarcosis followed by exsanguination in the experimental slaughterhouse of FBN. Among the animals used for the microarray expression analysis, weaners of the LP group showed numerically but not significantly lower body weight than the AP group, (LP: 7.24 ± 1.56 kg, AP: 7.59 ± 2.14 kg, *P = *0.30, n = 32). At 188 dpn the body weight was slightly but significantly reduced in LP compared to AP (LP: 123.19 ± 9.15 kg, AP: 131.55 ± 15.11 kg, *P *- 0.03; n - 32). For all animals of the experiment no significant differences in body weight were observed at 28 and 188 dpn [15,16]. Liver tissue was immediately collected from lobus sinister hepaticus, frozen in liquid nitrogen, and stored at - 80°C until use for RNA isolation.

### RNA isolation, target preparation and hybridisation

According to the manufacturer's protocol total RNA from individual liver samples was isolated using Tri-Reagent (Sigma-Aldrich, Taufkirchen, Germany). After DNase treatment a column-based purification using the RNeasy Mini Kit (Qiagen, Hilden, Germany) was done. The RNA samples were visualised on 1% agarose gels containing ethidium bromide to check RNA integrity. RNA was quantified by spectrometry with a NanoDrop ND-1000 spectrophotometer (PEQLAB, Erlangen, Germany). To ensure the absence of a DNA contamination within the isolated RNA a PCR amplification with the porcine glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) gene was done (Forward primer: aagcagggatgatgttctgg; Reverse primer: atgcctcctgtaccaccaac). All RNA samples were stored at -80°C until downstream analysis was performed. For the microarray experiments individual biotin-labeled cRNA was synthesised by the Gene Chip 3' Express Kit (Affymetrix, Santa Clara, CA, USA). The cRNA was fragmented (≈ 100 bp) and hybridised on Affymetrix GeneChip^®^porcine Genome Array. After staining and washing steps the arrays were scanned (Affymetrix, Santa Clara, CA, USA).

### Data analysis

The bioinformatic analysis was done in R [65]. Firstly, a quality control was performed. At 94 dpc 15 AP-samples met the appropriate quality control criteria (94 dpc-LP: 16; 1 dpn-AP: 15; 1 dpn-LP: 14; 28 dpn-AP: 14; 28 dpn-LP: 15; 188 dpn-AP: 16; 188 dpn-LP: 16 samples). Samples were GC-RMA normalised (Log2). The MAS5 algorithm was used to skip those transcripts which were expressed in less than 50% of the animals within one dietary group per stage. For a second filtering step standard deviations were calculated for each probe-set over all subsets of arrays of the particular comparisons. Probe-sets with a low standard deviation (*s *≤ 0.25) were discarded, because such transcripts are not likely to be regulated.

Relative changes in mRNA levels were determined using a mixed model analysis, including effects of dietary treatment, sex, mother, birth weight and interaction between diet and sex (*v_ijkl _*= *diet_i _*+ *sex_j _*+ *mother_k _*(*diet_i_*) + *weight_l _*+ (*dietxsex*)_*ij *_+ *error_ijkl_*). *P*-values (significance set at *P ≤ *0.05) for each stage were converted to a set of q-values (*q *≤ 0.25) using the algorithm proposed by Storey and Tibshirani [66]. In general, results are given for the comparisons in the direction of LP vs. AP; thus 'up-regulation' or 'increased expression' indicates higher expression in LP than in AP. Analysis of the pathways involved was carried out using Ingenuity Pathway Analysis [67]. The up-to-date annotation of Affymetrix probe-sets to EnsEMBL Sscofa 9 (20,439 of 23,935 annotated probe-sets) was used [18]. All the microarray data is MIAME compliant and the raw data has been deposited in a MIAME compliant database, the National Center for Biotechnology Information Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/geo (accession numbers: GSE25482 and GSE31191).

### Pathway analysis

Gene lists from microarray results were submitted to the manually curated database 'Ingenuity Pathways Analysis' to elucidate putative pathways associated with an altered gene expression in porcine liver. The focus was on those canonical pathways which came up at least once within the top ten regulated pathways within one single analysis. It should be noted here that the interactions presented in the networks are not specific for porcine liver tissue, as the database contains literature from many different research areas.

### Quantitative real-time RT-PCR

First-strand cDNA was synthesized from 2*μg *of total RNA (n = 14 per diet and stage) using random primers and oligo d(T) 13VN in the presence of Superscript III reverse transcriptase (Invitrogen, Karlsruhe, Germany). In order to survey expression of the liver tissue samples, total transcript levels of selected target and reference genes (Table 5) were quantified by real-time quantitative PCR (qPCR) performed on a LightCycler^®^480 system using the LightCycler 480 SYBR Green I Master(Roche, Mannheim, Germany). The amplification was conducted in duplicate according to manufacturer's instructions using 10 *μM *of each primer. Reactions were performed in a final volume of 10*μl *using 5.0*μl *of LightCycler 480 SYBR Green I Master (Roche), 2.0 *μl *of *Aqua dest*., 10 *μM *(0.5 *μl*) of each primer (Table 5) and 40 ng (2 *μl*) cDNA. The temperature profiles comprised an initial denaturation step at 95°C for 10 min and 40 cycles consisting of denaturation at 95°C for 15 s, annealing at 60°C for 10 s and extension/fluorescence acquisition at 72°C for 15 s. For all the assays threshold cycles were converted to copy numbers using a standard curve generated by amplifying serial dilutions of an external PCR standard (10^7 ^- 10^2 ^copies). At the completion of the amplification protocol, all samples were subjected to melting curve analyses and gel electrophoresis to verify the absence of any non-specific product. To account for variation in RNA input and efficiency of reverse transcription the calculated mRNA copy numbers were normalized by dividing with a normalization factor derived from the expression of the reference gene. In total, 28 individual liver mRNA samples were analyzed in duplicate per stage. Data were analyzed using the PROC MIXED, including effects of diet, sex, mother, birth weight and interaction between diet and sex (SAS version 9.1; SAS Institute, Cary, NC). Differences were considered significant at *P *≤ 0.05.

**Table 5:** Primer used to verify microarray experiments in liver tissue by qRT-PCR

Gene name	Probe-set ID	Sequence 5' - 3'	T(°C)	Size (bp)
CCND2	Ssc.15749.1.S1_at	For AGGAGCAGATTGAGGTCGTG	86	185
		Rev CAACCAGAGAGAAGGAAGGAGA		
NCAPG	Ssc.28512.1.S1_at	For CTTGTAGATTTGACGAGACCA	60	156
		Rev GGCTTTAGTATAGACCCGAAC		
MGMT	Ssc.19639.1.A1_at	For GCAACTACTCGGGAGGAATG	88	171
		Rev CTGCGAACGCTCAGTCTTG		
GADD45B	Ssc.14764.1.A1_at	For GGACTTAGACTTTGGGACTTG	60	140
		Rev GTAAGCCTCCCATCTCTCTT		
SDHB	Ssc.8939.1.S1_at	For GCAGGACCCGTTCTCTCTGT	60	170
		Rev GGTTACAGTCACGTTAGGTTGG		
PPARGC1A	Ssc.16864.1.S1_at	For GTAAATCTGCGGGATGATGG	60	208
		Rev TGGTGGAAGCAGGATCAAAG		
PRKAA1	Ssc.8107.1.A1_at	For TTGTTAATTTCATAAACTTTGCTTC	60	193
		Rev GTGCAGCCTTGACATACTC		
PRKAA2	Ssc.16257.1.S1_at	For TCTGTAATTCTGTTTTGCCTACGA	60	168
		Rev AGCAAGAAGGTGATGCCAAG		
RPL10*	Ssc.9130.1.A1_at	For CTGTGTTCGTCTTTTCTTCC	60	199
		Rev TCATCCACTTTTGCCTTCT		

*CCND2 *- cyclin D2; *NCAPG *- non-SMC condensin I complex, subunit G; *MGMT *- O-6-methylguanine-DNA methyltransferase; *GADD45B *- growth arrest and DNA-damage-inducible, *β *; *SDHB *- succinate dehydrogenase complex, subunit B, iron sulfur (Ip); *PPARGC1A *- Peroxisome proliferator activated receptor *γ *coactivator-1*α*; *PRKAA1 *- 5'-AMP-activated protein kinase, catalytic *α*1 chain; *PRKAA2 *- 5'-AMP-activated protein kinase, catalytic *α*2 chain; *RPL10 *- Ribosomal protein 10; * house keeping gene.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

Conceived and designed the experiments: KW CCM SP. Performed the experiments: MO EM CCM SP KW. Analyzed the data: MO EM SP KW. Contributed reagents/materials/analysis tools: CCM KW SP EM. Wrote the paper: MO KW. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

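Gene expression was measured in the liver of LP offspring, the progeny of sows fed a diet with 6% crude protein, on 61 Affymetrix GeneChip Porcine Genome Arrays with 1 animal per array: 16 at 94 dpc, 14 at 1 dpn, 15 at 28 dpn and 16 at 188 dpn. Arrays of AP offspring were not analysed here. The intensity values were made by the authors before deposition: as deposited, they are 1 linear signal intensity per probe-set and array, globally scaled, and the submitters name GCOS 1.1.1. The mean after trimming 2% of the probe-sets at each end was between 500.127 and 500.229 on every array. The GC-RMA values and MAS5 present calls that the paper describes were not used here, and sex, mother and weight, which its mixed model held, are not in the labels.

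The 24123 probe-sets hold 124 controls. Of the other 23999, 10072 carried 1 gene symbol, giving 6767 symbols, 197 carried several and 13730 carried none. Of those with 1 symbol, 9961 had it in the RefSeq table of the pig, which was used for names alone, and 3 were named from Table 5. Signals were taken to log2. In each period a probe-set was tested when it lay above the array median in at least 50% of the animals of 1 of the 2 stages and its SD over the arrays of the period was above 0.25. The stages were compared with limma 3.58.1 in R 4.3.3, with the later stage minus the earlier one and stage as the only term, in a test that was two-sided. A probe-set was called at P and q at or below 0.05, with q after Storey and Tibshirani (lambda from 0.05 to 0.95 in steps of 0.05, spline with 3 degrees of freedom). Array weights and robust fits used statmod 1.5.0. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

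Gene lists were tested with 1 probe-set per gene, the one with the highest mean over all arrays. They comprise 43 lists of liver functions, cell types and technical markers fixed before the data were examined, and 18 lists of LP offspring and 11 lists of AP offspring copied from Table 3. Members called higher and lower were counted, also when adjusted over the list alone by Benjamini-Hochberg. Lists of at least 3 tested members were tested with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry. Over the fixed lists, 115 tests gave 45 calls by camera at the preset correlation (29 higher and 16 lower), 0 at the estimated correlation, where the lowest adjusted p was 0.259, and 84 by fry. Over the Table 3 lists of LP offspring, 14 tests gave 0 calls by camera and 13 by fry. The lists described in the text were picked after their results were seen.

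Named genes are, for each period, the 10 genes with the largest rise and the 10 with the largest fall among called genes whose values did not overlap between the stages, the genes of Table 3, Table 4 and Table 5, and the called members of a list with the largest absolute change. The genes of Table 3 were known from the paper before the data were examined. The animals at 1 dpn enter periods I and II and those at 28 dpn periods II and III, so adjacent periods are not independent.

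The fit was tested on simulated data with the spread of these arrays. Siblings, which the labels do not identify, were not modelled, so the share of false calls may differ in the real data. With 200 changed probe-sets, 49%, 40% and 49% of changes of 0.5 on the log2 scale were called in periods I, II and III, and 91%, 80% and 92% of changes of 1. The share of false calls was 2.78%, 6.98% and 7.84%. With 7336, 7268 and 6575 changed probe-sets, 84.4%, 81.1% and 84.5% of changes of 0.5 and 98.2%, 98.0% and 98.4% of changes of 1 were called, and the share of false calls was 3.97%, 3.94% and 3.47%. Alternatives were Benjamini-Hochberg adjustment, alone and with an absolute log2 fold change of at least 1, intensity filters at the 25th and 60th percentile and none, no SD filter, quantile normalization, subtraction of each array median, all 4 stages in 1 fit, no moderation of the spread, moderation with trend and robust, array weights, a pseudocount of 16, the mean of a gene's probe-sets, and 100 draws of 8 animals per stage. A fit without the array of each stage that correlated least with its stage was added after seeing the data, as were raising each signal below its array median to that median (the array median as floor), a fit without the 9 arrays whose 3' to 5' difference of GAPDH, beta-actin or EF1A lay more than 3 scaled median absolute deviations from the median of its stage, and quantile normalization with no SD filter for the ribosomal protein genes in period I. No array was left out of the reported values.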

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

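The tests of the share of bright probe-sets, of the split of calls under subtracted array medians, of the macrophage genes and of the T and NK cell genes, the values of the ribosomal protein genes with quantile normalization and no SD filter, and the 3 counts of other splits of the animals, were chosen after the results were seen. The genes of the interferon response are outside those the paper discusses, as are the ribosomal protein genes apart from RPL10, which the paper used to normalise qRT-PCR values.

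Interferon response genes were higher at 28 dpn than at 1 dpn in 21 of 21 tested cases and lower at 188 dpn than at 28 dpn in 20 of 21, with the same counts when adjusted over the list alone. The camera adjusted p was 0.000401 in period II, with adjusted p = 0.448 with an estimated correlation, and 4.16e-05 in period III, with adjusted p = 0.412 with an estimated correlation. IRF7, a transcription factor of the interferon response, rose by 2.71 (SE 0.49, q = 2.97e-06) and then fell by 2.63 (SE 0.43, q = 2.49e-06). ISG15, a ubiquitin-like protein, rose by 2.56 (SE 0.52) and then fell by 2.30 (SE 0.41), CXCL9 rose by 2.31 (SE 0.36) in period II, and MX1, an antiviral GTPase, fell by 2.48 (SE 0.35) in period III. The mean over the list was 7.59 at 94 dpc (SD 0.30, n = 16), 8.47 at 1 dpn (SD 0.74, n = 14), 9.92 at 28 dpn (SD 0.72, n = 15) and 8.55 at 188 dpn (SD 0.48, n = 16), and the 28 dpn animals enter both periods. From 1 dpn to 28 dpn 12 of 16 macrophage genes and 9 of 10 genes of T and NK cells were also higher, and the 3' to 5' difference of beta-actin moved from 1.78 to 3.94.

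For this course the tables argue against the scaling of the deposited values, since with array medians subtracted all 21 members were higher in period II and 19 were lower in period III, and with quantile normalization 21 and 20. They argue against a few animals, since 15 of 15 animals at 28 dpn had a list mean above the medians of both neighbouring stages, although animals overlapped: animal 29 at 1 dpn, at 10.66, lay above 12 of the 15, and animal 52 at 188 dpn, at 9.75, above 8. A higher share of macrophages and lymphocytes at 28 dpn may contribute and cannot be told apart from a change within cells: against -1.49 for the interferon list (SD over members 0.70), the median in period III was -0.68 for macrophages (SD 0.80, 12 of 15 lower), -0.30 for T and NK cells (SD 0.43, 4 of 11 lower and 1 higher, camera adjusted p = 0.824) and 0.15 for MHC class II antigen presentation (4 of 10 higher and 3 lower). The gap of the T and NK cell list to the interferon list exceeded their joint spread with all arrays, and was 0.809 with a joint spread of 0.832 without the 9 arrays of outlying 3' to 5' differences, so a lower share of T and NK cells stays open too. Age differs between these stages and the 28 dpn animals were at weaning. The way of killing and the described fasting differed between 1 dpn and 28 dpn. None of these was tested.

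Cytosolic ribosomal protein genes were lower at 1 dpn than at 94 dpc in 44 of 46 tested cases, while the 3' to 5' difference of GAPDH moved from 1.05 to 0.39. With array medians subtracted 35 of 40 members were still lower, so a shift of whole arrays that the array median follows is not the whole cause. The array medians, 7.379 at 94 dpc and 7.234 at 1 dpn on the log2 scale, lie far below the signal of these genes. Whether they gauge a shift from the scaling of the deposited values at that signal was not tested. Random lists of probe-sets matched on mean signal had a median change of -0.4083, and 0.63% of 10000 such lists lay at or below the -0.53 of the ribosomal list. With quantile normalization, which also removes shifts that differ with signal, 35 of the 46 no longer passed the SD filter, and the median change of all 46 was -0.28 (SD over members 0.19) in place of -0.53 (SD 0.20), with 36 called lower when that filter was left out. By the matched lists, most of the fall is shared by probe-sets equally bright (mean log2 signal 15.01). Whether those lists held other probe-sets of ribosomal protein genes was not checked, so they do not show that unrelated genes fell alike. Quantile normalization removed a smaller part of the fall, so these measures differ on the size of the shared part. For that part a shift that differs with signal stays open. Stage and experiment cannot be told apart in period I. In period II, whose stages both came from sows that farrowed, 24 of 60 members on the array passed the filters. Of these, 23 were lower and 1 higher, at a median of -0.46. Camera gave adjusted p = 1.34e-05, and adjusted p = 0.439 with an estimated correlation. The fall was thus not confined to period I. The matched lists cover period I alone, and the described fasting differs between the stages of period II. No biological explanation was tested.

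More probe-sets were called lower than higher at the later stage in each period. With array medians subtracted fewer were lower than higher in 3 of 3 periods, and with quantile normalization 3804 were higher and 4263 lower in period I, 4342 and 4102 in period II, and 2726 and 2773 in period III. Both scalings set the balance of changes by construction, so whether the scaling of the deposited values produced the split stays open. The paper's Table 1, from GC-RMA values, which are likewise normalized by quantiles, also has more probe-sets lower than higher in each period over both diets, and for LP offspring alone (private and common counts added) in periods I and III but not in period II. The share of signal taken by the brightest 1% of probe-sets changed by -2.61 (SE 1.07), -2.18 (SE 0.823) and 0.659 percentage points (SE 0.9) in periods I, II and III. These probe-sets lie within the 2% trimmed at the top before the mean used for scaling is taken. Their share therefore cannot test whether the scaling lowered other probe-sets, and no conclusion was drawn from it.

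Chance can be excluded for the number of regulated probe-sets in each period, as far as the animals can be taken as independent. The splits exchanged single animals and left litters out of account, because the labels do not say which animals are siblings. In period I, 1 of 100 splits of the animals, that by stage, reached 8280 called probe-sets, and the highest other split gave 4592. In period II it was 1 of 100, with 8528 and 1414, and in period III 1 of 100, with 5920 and 1765.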

How the results depend on the processing

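The fits without the array of each stage that correlated least with its stage and without the 9 arrays of outlying 3' to 5' differences, the array median as floor, and quantile normalization with no SD filter for the ribosomal protein genes, were chosen after seeing the data, and the other alternatives before. Of the comparisons of named genes with an alternative, 2829 stayed on the same side of the test, 82 were no longer called, 8 became called and 7 turned sign, the latter being PRKAA1 at -0.20 in period I and NCOA2 at -0.62 and ALDH1A1 at -0.20 in period II with the mean of probe-sets, C7 at 0.064 in period III with array medians subtracted, C7 at 0.0060 in period III and CCNB1 at -0.10 in period I without the arrays of outlying 3' to 5' differences, and CHEK1 at -0.023 in period I with the array median as floor. Counts moved by over 1.5 times in 14 comparisons of the period counts (139 did not), 41 of the LP lists (333 did not), 44 of the AP lists (211 did not) and 30 of the fixed lists (498 did not). With 8 animals drawn per stage the medians of 100 draws were 7020 (6404 to 7529), 7336 (6877 to 7862) and 4422 (2584 to 5968) regulated probe-sets. No paired analysis was possible because the labels number the animals without pairing siblings. The intensity filter sets which weak signals were tested, and weak signals limit the precision. The cause of each value below was not tested, apart from the stricter size that the log2 fold change of 1 sets. With Benjamini-Hochberg adjustment and a log2 fold change of at least 1, there were 1993 regulated probe-sets (period I), 773 regulated probe-sets higher (period I), 1220 regulated probe-sets lower (period I), 2596 regulated probe-sets (period II), 935 regulated probe-sets higher (period II), 1661 regulated probe-sets lower (period II), 651 regulated probe-sets (period III), 174 regulated probe-sets higher (period III) and 477 regulated probe-sets lower (period III). LP list of Mitotic roles of Polo-like kinase (period I, higher), LP list of Wnt signaling (period I, lower), LP list of Val, Leu, Ile degradation (period II, higher), LP list of Fatty acid metabolism (period II, higher), LP list of Synthesis and degradation of ketone bodies (period II, higher), LP list of Val, Leu, Ile degradation (period III, higher), LP list of Fatty acid elongation in mitochondria (period III, higher), LP list of mTOR signaling (period III, higher), LP list of RhoA signaling (period III, lower), LP list of Rac signaling (period III, lower), LP list of Complement system (period III, lower), AP list of AMPK signaling (period I, higher), AP list of Mitotic roles of Polo-like kinase (period I, lower), AP list of Pyrimidine metabolism (period I, lower), AP list of G2/M DNA damage checkpoint regulation (period I, lower), AP list of AMPK signaling (period II, higher), AP list of AMPK signaling (period III, higher), AP list of Fatty acid metabolism (period III, higher), AP list of Mitotic roles of Polo-like kinase (period III, lower), AP list of VEGF signaling (period III, lower), branched-chain amino acid degradation (period II, higher), branched-chain amino acid degradation (period III, higher), genes called as listed in all AP lists (period I), genes called as listed in all AP lists (period II), genes called as listed in all AP lists (period III) and genes called as listed in all AP lists (period I to III) gave 0. LP list of Purine metabolism (period I, higher), LP list of Glucocorticoid receptor signaling (period II, higher), LP list of Actin cytoskeleton signaling (period III, lower), mitosis and G2/M (period I, higher), DNA replication (period I, higher), urea cycle (period III, higher), complement (period III, lower), cytosolic ribosomal proteins (period I, lower), proteasome (period III, lower) and genes called as listed in all LP lists (period III) gave 1. LP list of Pyrimidine metabolism (period I, higher) and genes called as listed in all LP lists (period I) gave 2. Fatty acid and triglyceride synthesis (period III, higher), iron (period II, lower) and genes called as listed in all LP lists (period II) gave 3. Kupffer cells and macrophages (period III, lower) gave 4. Genes called as listed in all LP lists (period I to III) gave 6. DNA replication (period II, lower) and unfolded protein response and heat shock (period III, lower) gave 7. DNA replication (period III, lower) gave 9. Mitochondrial and peroxisomal beta-oxidation (period I, higher) and oxidative phosphorylation (period I, higher) gave 11. Mitosis and G2/M (period II, lower), interferon response (period II, higher) and interferon response (period III, lower) gave 13. With array medians subtracted, there were 6013 regulated probe-sets higher (period II), 2878 regulated probe-sets lower (period II), 3627 regulated probe-sets higher (period III) and 2466 regulated probe-sets lower (period III). AP list of Mitotic roles of Polo-like kinase (period I, lower), AP list of G2/M DNA damage checkpoint regulation (period I, lower) and AP list of VEGF signaling (period III, lower) gave 0. LP list of G2/M DNA damage checkpoint regulation (period I, higher), LP list of Complement system (period III, lower) and AP list of Pyrimidine metabolism (period I, lower) gave 1. LP list of Biosynthesis of steroids (period II, higher), LP list of Rac signaling (period III, lower), AP list of AMPK signaling (period I, higher), AP list of AMPK signaling (period II, higher) and AP list of mTOR signaling (period II, higher) gave 2. LP list of Synthesis and degradation of ketone bodies (period II, higher), AP list of AMPK signaling (period III, higher), AP list of Fatty acid metabolism (period III, higher) and genes called as listed in all AP lists (period II) gave 3. LP list of RhoA signaling (period III, lower) gave 4. LP list of Glucocorticoid receptor signaling (period II, higher) and LP list of Actin cytoskeleton signaling (period III, lower) gave 6. Mitosis and G2/M (period I, higher) gave 11. DNA replication (period II, lower) gave 12. DNA replication (period I, higher) and branched-chain amino acid degradation (period II, higher) gave 13. Genes called as listed in all LP lists (period II) gave 19. With no intensity filter, there were 7827 regulated probe-sets lower (period II). LP list of Complement system (period III, lower) gave 1. Mitosis and G2/M (period III, lower) gave 27. With Benjamini-Hochberg adjustment, a count of 0 was given by LP list of Mitotic roles of Polo-like kinase (period I, higher). LP list of Complement system (period III, lower) and AP list of Pyrimidine metabolism (period I, lower) gave 1. With quantile normalization, a count of 0 was given by LP list of Mitotic roles of Polo-like kinase (period I, higher), AP list of Mitotic roles of Polo-like kinase (period I, lower) and AP list of VEGF signaling (period III, lower). AP list of Pyrimidine metabolism (period I, lower) and AP list of mTOR signaling (period II, higher) gave 1. LP list of Synthesis and degradation of ketone bodies (period II, higher), AP list of AMPK signaling (period II, higher) and genes called as listed in all AP lists (period II) gave 2. Iron (period II, lower) gave 3. Genes called as listed in all AP lists (period III) gave 4. LP list of Glucocorticoid receptor signaling (period II, higher) gave 5. Cytosolic ribosomal proteins (period I, lower) gave 11. With array weights, a count of 0 was given by LP list of Mitotic roles of Polo-like kinase (period I, higher). LP list of G2/M DNA damage checkpoint regulation (period I, higher) and AP list of Pyrimidine metabolism (period I, lower) gave 1. Without the arrays of outlying 3' to 5' differences, a count of 0 was given by LP list of Mitotic roles of Polo-like kinase (period I, higher). LP list of G2/M DNA damage checkpoint regulation (period I, higher) and AP list of Pyrimidine metabolism (period I, lower) gave 1. Mitosis and G2/M (period I, higher) gave 3. With all 4 stages in 1 fit, a count of 1 was given by LP list of Complement system (period III, lower). LP list of Synthesis and degradation of ketone bodies (period II, higher) gave 2. Mitosis and G2/M (period I, higher) gave 3. With the array median as floor, a count of 0 was given by AP list of Mitotic roles of Polo-like kinase (period I, lower) and AP list of G2/M DNA damage checkpoint regulation (period I, lower). LP list of Synthesis and degradation of ketone bodies (period II, higher) gave 2. With no SD filter, a count of 2 was given by AP list of AMPK signaling (period I, higher) and AP list of AMPK signaling (period III, higher). With the mean of probe-sets, a count of 0 was given by AP list of AMPK signaling (period I, higher) and AP list of AMPK signaling (period II, higher). AP list of Val, Leu, Ile degradation (period II, lower) gave 1. Without the arrays of lowest correlation, a count of 0 was given by AP list of Mitotic roles of Polo-like kinase (period I, lower) and AP list of G2/M DNA damage checkpoint regulation (period I, lower). AP list of Val, Leu, Ile degradation (period II, lower) gave 1. Genes called as listed in all AP lists (period II) gave 2. DNA replication (period I, higher) gave 13. With the 60th percentile filter, a count of 5 was given by T and NK cells (period II, higher).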

Differences from the paper's values

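The genes represented by the tested probe-sets numbered 4906 in period I, 4913 in period II and 4504 in period III, against the paper's 7697, 7758 and 6879. The paper's counts cover LP and AP arrays and another annotation. Among the alternatives set before the data were examined, the counts no longer differed by over 1.5 times with the 25th percentile filter (5979, 5891 and 5591), with no intensity filter (6481, 6368 and 6103) and with no SD filter (5222, 5342 and 5253). With array medians subtracted this held in period III (4933) and not in periods I and II. They differed with Benjamini-Hochberg adjustment with or without the log2 fold change of 1, the 60th percentile filter, quantile normalization, all 4 stages in 1 fit, no moderation, trend and robust, array weights, the log2 of the value plus 16 and the mean of probe-sets. The number of probe-sets after filtering did not differ in the reported setting, and did with the 25th percentile filter and with no intensity filter.

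The paper lists genes of LP offspring by direction in Table 3. Of 117 entries, 70 were tested, 45 were called in the listed direction, 5 in the opposite direction and 20 were not called by limma. The 5 are POLR1B at -0.60 in period I, NFKBIB at -0.56 and NR3C1 at -0.52 in period II, and EIF4G3 at -0.83 and PPP2R1B at -0.43 in period III, all listed as higher. With array medians subtracted 48 were called as listed and 3 in the opposite direction, since neither NFKBIB nor NR3C1 was called, and with quantile normalization 43 and 4, since NR3C1 was not called. Some genes were called as listed under other settings. These were PUS1 and RUVBL2 with the mean of probe-sets, RRM2B, FGD1 and WASF1 with the 25th percentile or no intensity filter, and YWHAZ with array medians subtracted or array weights. BDH2, FDPS, PECI and PRKACB were called with array medians subtracted, SLPI and HMGCS1 with both other scalings and HMGCS1 also with all 4 stages in 1 fit, and SMARCA4 with both other scalings and array weights. ARPC4 was called with array weights or the mean of probe-sets, and PRKAG1 with no SD filter or array medians subtracted.

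The paper states that genes regulated in one offspring group were unregulated or changed in the opposite direction in the other. Of 43 tested entries of the AP lists, 28 were not called in LP offspring, 3 were called in the opposite direction, and 12 were called in the direction listed for AP offspring.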

Other observations

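No explanation was tested here, and the groups described were picked after their results were seen.

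Antigen presentation and iron handling also changed with age in the liver of LP offspring. Of 10 genes of MHC class II antigen presentation, 8 were higher and none was lower at 28 dpn than at 1 dpn, also when adjusted over the list alone (camera adjusted p = 0.00163, and adjusted p = 0.351 with an estimated correlation). SLA-DQB1 rose by 2.20 (SE 0.27) and SLA-DRA by 2.16 (SE 0.22), and the median of the list relative to all tested probe-sets was 1.89. Over the same period 12 of 16 genes of Kupffer cells and macrophages, 9 of 10 of T and NK cells and 3 of 3 of B cells and plasma cells (IGHG, JCHAIN and BLNK) were also higher, with relative medians of 1.49, 2.02 and 3.51, and the 3' to 5' difference of beta-actin moved from 1.78 to 3.94, alongside both this group and the next. Of 6 genes of iron handling, 5 were lower and none was higher at 28 dpn, also when adjusted over the list alone (adjusted p = 0.0402, and adjusted p = 0.269 with an estimated correlation), while 3 of 5 were lower with quantile normalization, and 4 of 8 were lower and 2 higher with array medians subtracted. HAMP, the hormone hepcidin that limits iron release, was at -4.88 (SE 0.84, q = 1.39e-06), TFRC, the transferrin receptor, at -3.76 (SE 0.54; -0.91 with signals below the array median raised to it, chosen after seeing the data) and IREB2 at -1.43 (SE 0.12). From 28 dpn to 188 dpn HAMP rose by 5.97 (SE 0.65, q = 3.25e-09), more than any other gene with a symbol in period III, with animals of the stages overlapping. This gene was singled out after its values were seen.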
